# Toward Identifying Subnetworks from FBF Binding Landscapes in *Caenorhabditis* Spermatogenic or Oogenic Germlines

**DOI:** 10.1534/g3.118.200300

**Published:** 2018-11-20

**Authors:** Douglas F. Porter, Aman Prasad, Brian H. Carrick, Peggy Kroll-Connor, Marvin Wickens, Judith Kimble

**Keywords:** FBF, germline stem cell, iCLIP, sperm, oocyte

## Abstract

Metazoan PUF (Pumilio and FBF) RNA-binding proteins regulate various biological processes, but a common theme across phylogeny is stem cell regulation. In *Caenorhabditis elegans*, FBF (*fem-3* Binding Factor) maintains germline stem cells regardless of which gamete is made, but FBF also functions in the process of spermatogenesis. We have begun to “disentangle” these biological roles by asking which FBF targets are gamete-independent, as expected for stem cells, and which are gamete-specific. Specifically, we compared FBF iCLIP binding profiles in adults making sperm to those making oocytes. Normally, XX adults make oocytes. To generate XX adults making sperm, we used a *fem-3(gf)* mutant requiring growth at 25°; for comparison, wild-type oogenic hermaphrodites were also raised at 25°. Our FBF iCLIP data revealed FBF binding sites in 1522 RNAs from oogenic adults and 1704 RNAs from spermatogenic adults. More than half of these FBF targets were independent of germline gender. We next clustered RNAs by FBF-RNA complex frequencies and found four distinct blocks. Block I RNAs were enriched in spermatogenic germlines, and included validated target *fog-3*, while Block II and III RNAs were common to both genders, and Block IV RNAs were enriched in oogenic germlines. Block II (510 RNAs) included almost all validated FBF targets and was enriched for cell cycle regulators. Block III (21 RNAs) was enriched for RNA-binding proteins, including previously validated FBF targets *gld-1* and *htp-1*. We suggest that Block I RNAs belong to the FBF network for spermatogenesis, and that Blocks II and III are associated with stem cell functions.

RNA regulatory networks — defined by genome-wide interactions between RNA-binding proteins and their RNA targets — are central to biological control (Keene 2007; Ascano *et al.* 2013; Ule and Darnell 2006; Ivshina *et al.* 2014). Among RNA-binding proteins analyzed at a genomic level for target RNAs, the PUF RNA-binding proteins (for Pumilio and FBF) have served as paradigms because of exquisite sequence-specificity and high affinity for their binding elements (Wang *et al.* 2001; Wang *et al.* 2002; Wang *et al.* 2009; Qiu *et al.* 2012; Zhu *et al.* 2009). For example, each of five PUF proteins in *Saccharomyces cerevisae* binds a battery of mRNAs, with some redundancy for targets in those networks but with key biological functions associated with each particular PUF (Gerber *et al.* 2004; Porter *et al.* 2015; Wilinski *et al.* 2015). Metazoans also have one or more PUF proteins with multiple biological roles. An ancient and apparently common function of metazoan PUFs is stem cell maintenance (Wickens *et al.* 2002), but PUFs can also regulate sex determination, embryonic polarity, neurogenesis and learning, among their varied biological roles (Lin and Spradling 1997; Spradling *et al.* 2001; Crittenden *et al.* 2002; Wickens *et al.* 2002; Spassov 2004; Salvetti *et al.* 2005; Kaye *et al.* 2009; Vessey *et al.* 2010; Campbell *et al.* 2012; Lander *et al.* 2012; Zhang *et al.* 1997; Zhang *et al.* 2017; Darnell 2013; Follwaczny *et al.* 2017). Moreover, mutations in the human PUM1 gene can lead to both developmental delay and seizures (Gennarino *et al.* 2018). The challenge now is to identify metazoan PUF subnetworks with distinct biological roles and to define those mRNAs whose regulation is critical for stem cells.

The *C. elegans* PUF paralogs, FBF-1 and FBF-2 (collectively known as FBF), are exemplars of metazoan PUF regulation. FBF-1 and FBF-2 are major regulators of germline stem cell maintenance (Crittenden *et al.* 2002), the hermaphrodite sperm-to-oocyte switch (Zhang *et al.* 1997), and the process of spermatogenesis (Luitjens *et al.* 2000). FBF preferentially binds its targets in the 3′UTR in a sequence-specific fashion (Prasad *et al.* 2016). The FBF binding element (FBE) is UGUNNNAU with the optimal FBE being UGUDHHAU, where D is A, U, or G and H is A, U, or C (Bernstein *et al.* 2005; Opperman *et al.* 2005); moreover, cytosine residues located one or two positions upstream of the FBE (-1C or -2C) enhance affinity (Qiu *et al.* 2012). Like most PUF proteins, FBF recruits other proteins to its target mRNAs (Suh *et al.* 2009; Friend *et al.* 2012; Kraemer *et al.* 1999; Luitjens *et al.* 2000; Eckmann *et al.* 2002; Campbell *et al.* 2012; Shin *et al.* 2017) and is best known for decreasing RNA stability or repressing translation (Zhang *et al.* 1997; Crittenden *et al.* 2002; Merritt *et al.* 2008; Zanetti *et al.* 2012; Shin *et al.* 2017); however, FBF can also activate mRNAs (Kaye *et al.* 2009; Suh *et al.* 2009) and has been proposed to mediate the transition from self-renewal to differentiation via a switch from its repressive to its activating mode (Kimble and Crittenden 2007). Consistent with this idea, a regulated transition from PUF-mediated repression to activation was recently found for a yeast PUF (Lee and Tu 2015).

Previous genomic analyses of the network of RNAs associated with FBF-1 and FBF-2 focused on adult oogenic germlines (Kershner and Kimble 2010; Prasad *et al.* 2016). Most relevant to this work were the iCLIP studies showing that FBF-1 and FBF-2 associate with largely the same mRNAs via the same binding sites (Prasad *et al.* 2016). Therefore, FBF-1 and FBF-2 are not only biologically redundant for regulation of stem cells (Crittenden *et al.* 2002), but these nearly identical proteins also control a common “FBF network”.

Here we use iCLIP to compare FBF-bound RNAs in spermatogenic and oogenic germlines with the goal of identifying subnetworks responsible for individual FBF biological functions. Because FBF is essential for regulation of stem cells in both spermatogenic and oogenic germlines (Crittenden *et al.* 2002), we reasoned that identification of gamete-independent FBF target mRNAs might help define the FBF stem cell network. Conversely, spermatogenic-specific FBF target mRNAs might represent the FBF subnetwork responsible for spermatogenesis. We combine experimental and computational approaches to identify likely FBF targets and to propose subnetworks.

## Materials and Methods

### Nematode strains used in this study

JK4561: *fem-3*(*q22* ts,gf) IV
JK5181: *fbf-1*(*ok91*) *qSi232*[3xflag::fbf-1] II
JK5182: *fbf-2*(*q738*) *qSi75*[3xflag::fbf-2] II
JK5140: *fbf-1*(*ok91*) *qSi232*[3xflag::fbf-1] II; *fem-3*(*q22* ts,gf) IV/ *nT1*[*qIs51*](IV;V)
JK5545: *fbf-2*(*q738*) *qSi75*[3xflag::fbf-2] II; *fem-3*(*q22* ts,gf) IV/ *nT1*[*qIs51*](IV;V)

### Generation and maintenance of strains carrying epitope-tagged FBF-1 and FBF-2 transgenes

Strains JK5181 and JK5182 were generated previously (Prasad *et al.* 2016). Briefly, the *qSi232* (3xFLAG::FBF-1) and *qSi75* (3xFLAG::FBF-2) transgenes were created by the method of *Mos1*-mediated single copy insertion (MosSCI) (Frøkjær-Jensen *et al.* 2008) and placed into strains lacking *fbf-1* or *fbf-2* respectively. Like wild-type, these strains are oogenic as adults; the primary difference is that they carry a FLAG-tagged FBF so that we can do iCLIP. To generate spermatogenic adults, we used genetic crosses to introduce the temperature gain-of-function allele, *fem-3(q22 ts,gf)*, and thereby generated JK5140 and JK5545. This *fem-3* mutant is spermatogenic when grown at 25° from the first larval stage (L1) (Barton *et al.* 1987), and strains generated with tagged FBF were similarly spermatogenic at 25°. This *fem-3* allele is a T-to-C mutation near one of two 3′UTR FBEs (CGCTTCTTGTGTCAT to CGCT*C*CTTGTGTCAT; FBE underlined, mutation underlined and italicised). To compare oogenic and spermatogenic iCLIP datasets, both oogenic and spermatogenic animals were maintained at 15° for propagation and shifted to 25° from the L1 stage for iCLIP.

### iCLIP

iCLIP was carried out with modifications for *C. elegans*, as previously described (Huppertz *et al.* 2014; Prasad *et al.* 2016). Single-end sequencing was performed on an Illumina HiSeq 2000. Data are available in the NCBI GEO database, accession GSE83695.

### Data processing

Fastq files were split by barcode and 3′ linker and reverse transcription primer sequences were clipped. The barcode was then removed from the read sequence and moved to the read name. Reads were mapped to the genome using STAR and CSEQ parameters (Dobin *et al.* 2013; Kassuhn *et al.* 2016), except alignment was local, rather than end-to-end. Reads mapping to multiple places by STAR or mapping with a STAR-reported score below 20 were removed. Duplicates were removed using scripts from Weyn-Vanhentenryck *et al.* (2014) applied to the barcode sequence found in read names. Reads were assigned to RNAs by HTSeq (Anders *et al.* 2015) and initial differential expression analysis was performed by DESeq2 (v. 1.18.1). Peaks were called as described previously (Prasad *et al.* 2016), except that two reads-in-peak cutoffs were applied: one cutoff by per-million normalized read number (twofold or higher), and one by un-normalized read number (tenfold or higher). The exact cutoffs varied between datasets and are included in File S2. We used the same criteria as described previously to determine cutoffs (Prasad *et al.* 2016). Specifically, cutoffs were chosen to retain all validated targets, maximize enrichment of the binding site, and identify as many potential targets as possible. HOMER (Heinz *et al.* 2010), v.4.9.1, was performed using the highest 500 peaks, with the single parameter “-rna”.

### Generation of “FBF” replicates for 25° datasets

One FBF-1 biological replicate from 25° oogenic worms had fewer reads than the other five for this strain (two for FBF-1 and three for FBF-2), although the other FBF-1 replicates are large enough that the FBF-1 dataset is still larger than the FBF-2 dataset (Figure S1A, File S2). To generate replicates of more comparable size, we combined iCLIP reads for FBF-1 and FBF-2 to generate three more equally sized FBF replicates. We did not face a similar problem with replicates from spermatogenic animals (Figure S1B), but similarly combined these as well.

### Clustering method

We first normalized each of our iCLIP datasets to reads-per-million so that reads-per-RNA represented the frequency of binding at a given RNA. We then subtracted the average of the negative controls from each FBF iCLIP dataset, and finally converted all counts to a log**_2_** scale. We calculated distances between binding frequencies for each RNA by Euclidean distance and clustered those distances by simple hierarchial clustering (Eisen *et al.* 1998). Euclidean distance is a generalization of the notion of distance as the length of a straight line between two points. In our case, the distance between two RNAs *A* and *B* is the distance between the vectors of FBF binding (each FBF iCLIP replicate being one dimension of the vector) at *A* and *B*. We used Euclidean distance between reads-per-million counts, rather than normalizing each RNA to have the same average number of reads, so that we could cluster according to both frequency of binding and the dependency of binding on germline gender. Distance metrics were used to generate clusters using pairwise average-linkage cluster analysis (Sokal and Michener 1958), in which distances between clusters are simply defined as the average of all distances between elements in a cluster *A* with all elements in a cluster *B*.

### DESeq2

A read was assigned to an RNA if and only if it overlapped with an exon of the corresponding gene. DESeq2 (v. 1.18.1) results were generated as described in the DESeq2 documentation, using default parameters of the DESeq function, which set minimum read depths based on maximizing the genes passing a given FDR. We used an FDR of 0.01. DESeq-reported *p*-values are Benjamini-Hochberg-adjusted. We applied DESeq2 analysis to compare the effect of both gender and of temperature. In either case, we restricted our analysis to those RNAs identified as part of the spermatogenic or oogenic program (Noble *et al.* 2016).

### Worm-human PUF target comparison

We used a compendium of *C. elegans* genes with human orthologs (Shaye and Greenwald 2011) to identify which FBF target RNAs encode proteins with human counterparts. We compared these FBF targets to PUM2 targets identified by PAR-CLIP in human embryonic kidney cells (Hafner *et al.* 2010) and to PUM1 and PUM2 targets identified by iCLIP during mouse neurogenesis (Zhang *et al.* 2017). An FBF target was defined as shared with PUM if (1) any mammalian ortholog was targeted by PUM, (2) there were no more than ten mammalian orthologs (such limits have been used previously for cross-phyla comparison (Hogan *et al.* 2015), and (3) there were no more than ten *C. elegans* genes orthologous to the same mammalian ortholog. We treated orthology as a transitive property: if nematode genes “A” and “B” are listed as orthologs in Shaye and Greenwald (2011) to mammalian genes that overlap by at least one gene, then “A” and “B” were treated as if they were a single gene for calculating overlap. The same method of combining orthologs was applied to the mammalian gene set (if two mammalian genes overlap in worm orthologs, they were combined).

### Statistical analysis

All statistical methods for determining FBF-RNA interactions were as described in Prasad *et al.* (2016). Briefly, reads in the 500-bp region around a peak were placed in 50-bp bins for both FBF iCLIP and no-antibody iCLIP control data. The negative control was modeled as a Gaussian to calculate a *p*-value as the chance of observing a peak at the given height from the negative control data. All *p*-values were then Benjamini-Hochberg corrected and an FDR cutoff of 1% applied, before applying the two ratio cutoffs described above. Statistics used for DESeq2 fold-change estimates and target comparison are described above.

### Data Availability

Strains are available upon request. Scripts used to analyze the data were uploaded to github.com/dfporter/FBF_gendered_gl. Sequencing data are available in the NCBI GEO database, accession GSE83695. To replicate the combined 25° FBF datasets from individual FBF-1 and FBF-2 replicates, first obtain the individual replicates from GSE83695, and concatenate 25° oogenic FBF-1/FBF-2 replicates in the order 1/3, 2/2, and 3/1; then concatenate 25° spermatogenic FBF-1/FBF-2 replicates in the order 2/1, 1/2, and 3/3. The 20° FBF iCLIP data from Prasad *et al.* (2016) is available at GSE76136. File S1 contains FBF iCLIP peaks. File S2 contains metrics such as complexity for FBF iCLIP peaks. File S3 contains GO terms for FBF targets. File S4 describes RNAs significantly differing between spermatogenic and oogenic in FBF iCLIP. File S5 contains the dataset displayed in Figure 3A, namely FBF binding per gene for 2,111 FBF target RNAs. File S6 contains the blocks defined in Figure 3. Finally, File S7 contains FBF targets overlapping with the human PUF protein PUM2. Supplemental material available at Figshare: https://doi.org/10.25387/g3.7146899.

## Results and Discussion

### Generation of FBF iCLIP datasets from spermatogenic and oogenic germlines

We generated FBF-1 and FBF-2 iCLIP datasets from animals with somatic tissues of the same gender but germline tissue of opposite gender (Figure 1, A and B). All animals were chromosomally XX and had hermaphroditic somatic tissues, including the somatic gonad; they also had comparable numbers of germline stem cells but those stem cells generated either only oocytes or only sperm, depending on the strain. For each FBF, we used an N-terminal 3XFLAG-tagged single copy transgene in a strain lacking the endogenous gene (*e.g.*, FLAG::FBF-1 in an *fbf-1* null mutant). As reported before (Prasad *et al.* 2016), *fbf(0)* FLAG::FBF XX animals are essentially wild-type. Moreover, each tagged FBF rescues *fbf-1fbf-2* double mutants from 100% sterility due to lack of GSCs to 100% fertility due to rescue of the GSC defect (Prasad *et al.* 2016). These tagged FBFs should therefore interact in an essentially normal fashion with their target RNAs.

**Figure 1:**
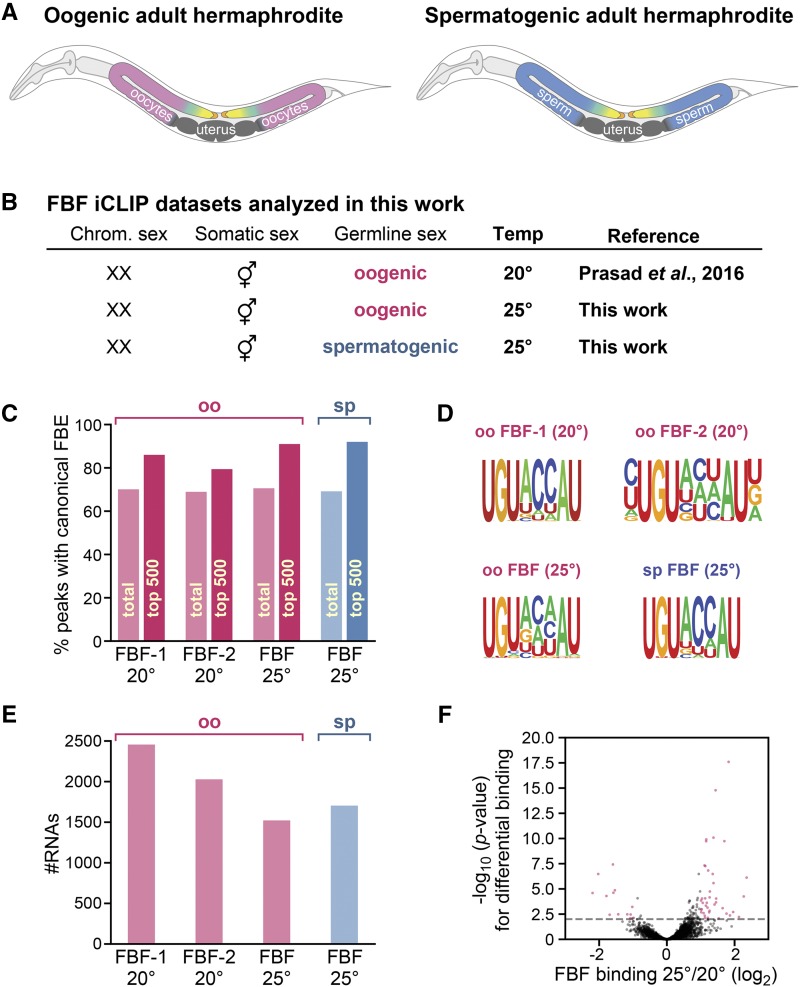
(A) Diagrams of adult XX hermaphrodites making only oocytes (left) or only sperm (right), but with hermaphroditic somatic tissues. Somatic tissues, gray; oogenic germline, rose; spermatogenic germline, blue. Germline stem cells (yellow) exist in both oogenic and spermatogenic germlines, and are maintained by signaling from their niche (orange). (B) FBF iCLIP datasets analyzed in this work. (C) Percentage of peaks containing a canonical FBE (UGUNNNAU) in FBF iCLIP datasets. oo, iCLIP from oogenic worms; sp, iCLIP from spermatogenic worms; 20° or 25°, temperature at which worms were raised. For each dataset, we scored all peaks (bars marked “total”) as well as the top 500 peaks (bars marked “top 500”). (D) For each dataset, the canonical FBE was the most significant motif in the top 500 FBF peaks, according to HOMER. (E) Number of distinct FBF target RNAs identified for indicated datasets. (F) Few RNAs are differentially bound by FBF between oogenic worms raised at 25° and 20°, as judged by DESeq2 analysis of reads-per-gene for 5,768 genes with an average of least 20 reads in oogenic FBF iCLIP and which are expressed in the germline (Noble *et al.* 2016). The x-axis denotes the fold change of FBF binding (reads-per-gene) in 25° worms over 20° worms, while the y-axis denotes the statistical significance of differential binding. The dashed line indicates a *p*-value of 0.01. Red dots are the 1% (54) of genes with >2 fold change and *p*-value < 0.01.

XX adults with a spermatogenic germline were obtained using a temperature sensitive gain-of-function *(gf) fem-3* mutant (Barton *et al.* 1987). We crossed transgenes encoding 3XFLAG-tagged FBF-1 or FBF-2 into the *fem-3(gf)* mutant strain, and again removed the corresponding endogenous *fbf* gene in each strain. As expected, the final strains, *fbf-1(0) FLAG*::*FBF-1*; *fem-3 (gf)* and *fbf-2(0) FLAG*::*FBF-2*; *fem-3 (gf)*, were self-fertile at permissive temperature (15°), but fully spermatogenic at restrictive temperature (25°). Because the previously reported oogenic FBF iCLIP was done with animals raised at 20° (Prasad *et al.* 2016), we repeated it here with animals grown at 25°. Thus, we performed FBF iCLIP from adults that were either oogenic or spermatogenic, both raised at 25°. For each strain (each FBF, each germline gender), we processed three biological replicates. 

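The iCLIP data comprised 18 libraries, with 3 biological replicates for each of FBF-1 and FBF-2 in each germline gender and 3 controls per gender made without the FLAG antibody. In iCLIP, RNA is cross-linked to protein with UV light in living animals and the RNA fragments that copurify with the protein are sequenced, so the reads on an RNA reflect both its abundance and its binding. All animals were raised at 25°. The authors split the reads by barcode, mapped them with STAR, removed reads that mapped to several places, collapsed duplicates by barcode and assigned the remaining reads to exons with HTSeq. They deposited the resulting counts for 26709 genes, without normalization. FBF-1 libraries from spermatogenic germlines held 986344, 525318 and 1209193 counts on genes, and FBF-2 libraries held 673361, 1133534 and 884795. FBF-1 libraries from oogenic germlines held 18749, 726238 and 1833483 counts, and FBF-2 libraries held 510852, 227790 and 441192. The controls were smaller, with 108888, 59621 and 145625 counts in the spermatogenic gender and 141368, 283777 and 139129 in the oogenic gender. Reads on no gene made up 9.55% to 20.2% of each library and ambiguous reads 0.568% to 1.93%, and both were left out. The spermatogenic FBF libraries were sequenced in lane 1 and the oogenic FBF libraries in lane 2. The FBF libraries alone therefore cannot tell lane from gender. The oogenic controls were in lane 1 and the spermatogenic controls in lane 3. Of 760 RNAs higher in spermatogenic FBF libraries, 696 were also higher in the spermatogenic controls. The median log2 ratio of the 760 in the controls was 3.73, which argues against lane as the whole cause for them. Counts were summed into 3 combined FBF replicates per gender in the order given in the Materials and Methods. Binding frequency was taken as RPM, the reads on an RNA scaled to the counts on genes of its library. Groups were compared with edgeR's quasi-likelihood test and TMM normalization over RNAs with a mean of at least 20 counts, at a Benjamini-Hochberg adjusted p under 0.01 and a change over 2-fold. The scaling of the libraries, the count minimum, the fold-change minimum and the choice of controls could change these numbers. With 3 replicates against 3, a permutation of whole libraries gives no p below 0.1.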

In parallel, we produced three negative control replicates for each germline gender by omitting the FLAG antibody from the beads during immunopurification.

### Targets, networks and subnetworks: definitions

Throughout this work, we define the term “target RNAs” empirically as RNAs that interact with FBF after cross-linking in living animals, followed by immunoprecipitation from lysate and deep sequencing (CLIP). We define “network” to encompass all RNA targets observed by CLIP, and “sub-network” as a subset of that broader network. We refer to RNAs whose expression is regulated by FBF as “validated targets”. Such validation relies on genetic, biochemical and cellular analyses that have been done by ourselves and others in previous studies. We note that virtually all validated FBF targets are among the targets identified in this work by FBF CLIP (see below).

### Peak calling and generation of quality datasets for comparison

This work takes advantage of three sets of FBF iCLIP data (Figure 1B). To analyze these datasets, we modified our earlier peak calling pipeline (Prasad *et al.* 2016) to include a step that collapses duplicate reads while accounting for sequencing errors (Weyn-Vanhentenryck *et al.* 2014) (see Materials and Methods). This modified pipeline generated lists of FBF-1 and FBF-2 target RNAs in oogenic animals raised at 25° and spermatogenic animals raised at 25°, as well as revised lists of FBF-1 and FBF-2 targets in oogenic animals raised at 20°. File S1 lists iCLIP peaks obtained for each condition, and File S2 presents metrics of dataset size and quality.

The primary motivation for this work was comparison of FBF targets in spermatogenic and oogenic germlines, with the goal of identifying gamete-independent and gamete-specific targets that might inform about FBF subnetworks. Such comparisons are best done with datasets of comparable size. For iCLIP data of animals raised at 25°, we initially called peaks for FBF-1 and FBF-2 separately (File S1, Figure S1A-C), but one 25° FBF-1 replicate from oogenic germlines had a low number of unique and uniquely mapping reads (13,486, File S2). 

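The smallest library, FBF-1 replicate 1 from oogenic germlines, had a count on 3987 genes, against 13390 and 17096 genes in replicates 2 and 3. The paper's reported number of reads for the small replicate is 13486, while the values here use all of its counts on genes in the deposited table. Spearman correlations among the 3 FBF-1 libraries of oogenic germlines ranged from 0.687 to 0.977, with a mean of 0.784. Among the 3 FBF-2 libraries of oogenic germlines they ranged from 0.914 to 0.947, with a mean of 0.926. These correlations are across genes, which are not independent replicates.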

Because of the similarity of FBF-1 and FBF-2 binding (Prasad *et al.* 2016; this work) and the increased sensitivity of using larger datasets, we combined the FBF-1 and FBF-2 25° iCLIP datasets to generate “FBF” datasets for each gender (see Materials and Methods). 

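In spermatogenic germlines, the Spearman correlation across RNAs between an FBF-1 and an FBF-2 library had a mean of 0.913 and ranged from 0.898 to 0.926. It was higher within each protein, with a mean of 0.967 among FBF-1 libraries and 0.960 among FBF-2 libraries. In oogenic germlines the correlation between the proteins had a mean of 0.828 and ranged from 0.648 to 0.933. Of 6203 RNAs tested between the proteins in spermatogenic germlines, 248 were higher with FBF-1 and 107 with FBF-2. Of 4737 RNAs tested in oogenic germlines, 187 were higher with FBF-1 and 195 with FBF-2. The oogenic numbers depended on the scaling, with 908 higher with FBF-1 and 54 with FBF-2 under library-size normalization and 28 and 89 with DESeq2. Without the small FBF-1 library the oogenic total was 385 RNAs. Each tagged protein was in its own strain, so strain cannot be told from protein. After the libraries were combined, the spermatogenic replicates held 1198679, 2119878 and 2093988 counts and the oogenic replicates 459941, 954028 and 2344335. FBF-1 contributed 43.8%, 46.5% and 57.7% of the counts of the spermatogenic replicates. In the oogenic replicates its contribution was 4.08%, 76.1% and 78.2%.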

Although the differences between FBF-1 and FBF-2 merit future investigation, combining datasets allowed us to more easily compare FBF binding at 25° between genders. These FBF target lists comprised 1,522 RNAs for oogenic animals, and 1,704 RNAs for spermatogenic animals (Figure 2A, File S1).

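The deposited table counts reads per gene, so enrichment was tested per RNA and not per peak, against the controls of the same gender and with library-size scaling. In spermatogenic germlines, 2414 of 8269 RNAs were higher in FBF iCLIP than in the control by more than 2-fold and 478 were lower. In oogenic germlines, 1902 of 6424 RNAs were higher and 109 were lower. The RNAs were chosen by their counts in the FBF libraries alone, so RNAs found mainly in the controls were left out. TMM normalization moved the number of higher RNAs most among the planned settings for the oogenic gender, to 990, with 1765 in the spermatogenic gender. With TMM normalization 819 RNAs were lower than the control in the oogenic and 815 in the spermatogenic gender. Against the controls of the other gender, 3805 RNAs were higher in spermatogenic germlines. Without control replicate 2 the oogenic number was 1161. The rRNA genes rrn-1.1 and rrn-1.2 together took 14.8% of the counts of the oogenic controls but had a count of 0 in each spermatogenic control, so their excess over the spermatogenic controls rests on that 0.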

**Figure 2:**
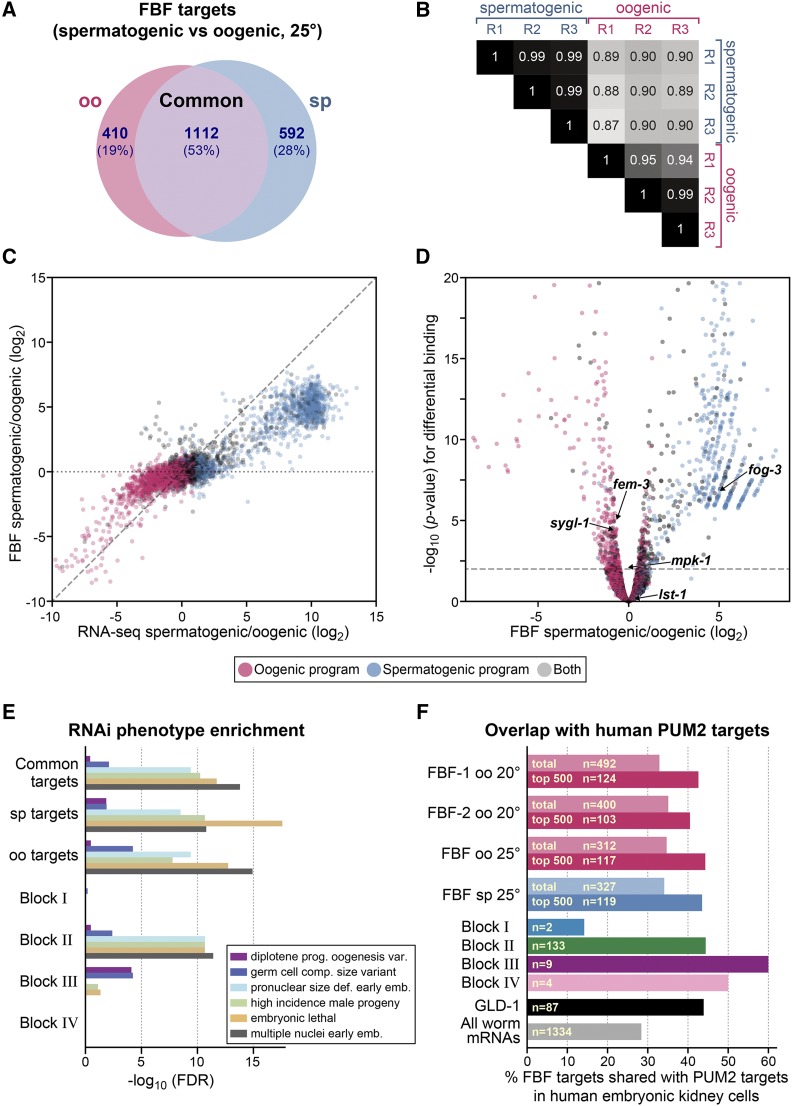
Comparisons of FBF target RNAs in spermatogenic and oogenic germlines. (A) Comparison of FBF targets in spermatogenic (blue) and oogenic animals (pink), both raised at 25°. The 1,112 common, 592 spermatogenic and 410 oogenic represent a first glimpse of potential FBF subnetworks. (B) Spearman correlations between iCLIP replicates (R) reinforce the conclusion that FBF has distinct binding landscapes in spermatogenic and oogenic germlines. Numbers represent rho values for the Spearman correlation between replicates. The oogenic FBF replicate R1 was of lower complexity than the others, which likely explains its lower correlations. (C) Spermatogenic/oogenic ratios of FBF binding (y-axis) to spermatogenic/oogenic ratios of RNA abundance (x-axis). Each dot represents an RNA: pink dots, oocyte-specific RNAs, blue dots, spermatogenic specific RNAs, and gray dots, RNA present in both genders, with germline gender-specificity assigned according to Noble *et al.* (2016). Dots represent all RNAs with at least one read in any of our datasets, and present in the spermatogenic or oogenic RNA program (Noble *et al.* 2016). Diagonal dashed line, a perfect correlation with slope 1; horizontal dotted line, no correlation. (D) Differences in FBF binding between spermatogenic and oogenic germlines. Color coding of pink, blue and gray is same as in panel (C). 12% of RNAs change binding-frequency significantly (*p* < 0.01, twofold) between genders, most of which are enriched in spermatogenic germlines (right arm of volcano plot has more dots than left arm). For ease of viewing, this plot cuts out the few RNAs with extreme *p*-values, which extend to 10^−89^ for spermatogenesis-enriched FBF targets and to 10^−94^ for oogenesis-enriched FBF targets. (E) Enrichment of RNAi phenotypes in indicated groups of RNAs, as measured by significance (Fisher’s exact test). From the WormBase database, the RNAi phenotype labels are described as follows: *Diplotene progression during oogenesis variant* = developing oocytes are defective during the diplotene stage of meiosis; *Germ cell compartment size variant* = change in germ cell compartment size; *Pronuclear size defective early emb* = size change in pronucleus within gametes or early zygote; *High incidence male progeny* = Higher frequency of male progeny than wild-type; *Embryonic lethal* = progeny die as embryos; *Multiple nuclei early emb* = inviable embryos with more than one nucleus per cell. (F) Overlaps of FBF iCLIP targets with human PUM2 PAR-CLIP targets from human embryonic kidney cells (Hafner *et al.* 2010). The number of ortholog groups comprising the overlap is indicated as “n=”. See text and Methods for further explanation. For comparison, the overlap with targets of the germline cell fate regulator GLD-1 (Jungkamp *et al.* 2011) are also given.

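The RNAs labelled in Figure 2D were measured in both genders. The sperm fate gene fog-3 had 671 ± 101 (SD, n = 3) RPM in spermatogenic and 11.5 ± 5.5 (SD, n = 3) in oogenic germlines, a log2 fold change of 5.67 (standard error 0.26, adjusted p = 2.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For sygl-1 the values were 77.4 ± 6.8 and 151 ± 73 RPM (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.19, adjusted p = 5.2e-05 from the same edgeR test), although the replicates of the genders overlapped. Without the FBF-1 libraries the sygl-1 change was -0.92 and under 2-fold. The replicates of fem-3 overlapped as well, with 110 ± 6.7 RPM in spermatogenic and 188 ± 67 in oogenic germlines (SD, n = 3 each) and a log2 fold change of -1.04 (standard error 0.15, adjusted p = 1.8e-05 from the same edgeR test). That change fell under 2-fold in 5 of 19 alternative settings, with FBF-2 libraries alone giving -0.26. The spermatogenic strains carry a fem-3 allele that the paper describes as mutated near an FBF binding element. For this RNA allele therefore cannot be told from gender. mpk-1 did not pass the adjusted p threshold, with 607 ± 32 and 661 ± 128 RPM (SD, n = 3 each) and a log2 fold change of -0.37. For lst-1, 165 ± 13 and 144 ± 33 RPM (SD, n = 3 each) gave a log2 fold change of -0.05, whose sign reversed in 4 of the alternative settings.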

The quality of the datasets analyzed in this work was high by two key criteria. First, the majority of peaks in each dataset contained the canonical FBE (UGUNNNAU), a percentage that rose to roughly 90% for the top 500 peaks (Figure 1C). An “optimal” form of the FBE is an upstream “C” followed by UGURCCAUR, where “R” represents a purine (Prasad *et al.* 2016). Indeed, HOMER identified the FBE as the most enriched motif in the top 500 peaks from all datasets, and a preference for RCC was observed in the degenerate three internal nucleotides, matching the optimal motif (Figure 1D). Second, these target lists include all expected experimentally validated FBF targets. 

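Of 15 established FBF target RNAs, 14 had a mean of at least 20 counts in the oogenic FBF replicates and could be tested against the oogenic controls. In the edgeR test with library-size scaling, 13 of these were enriched, from gld-3 with a log2 fold change of 2.40 (standard error 0.31, adjusted p = 3.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to fog-1 with 5.11 (standard error 0.60, adjusted p = 5.9e-08). egl-4, which spans 1848071 to 1880596 on chromosome IV of WBcel235, had 351 ± 55 RPM with the antibody and 292 ± 45 without it (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.21, adjusted p = 0.31 from the same test) that was within the spread between replicates. The RNA not tested was fog-3, with 7, 5 and 33 counts in the oogenic replicates. With the spermatogenic controls in place of the oogenic ones, 12 of the RNAs were enriched and fog-1 no longer was. The paper describes reads that map to several places as removed, which would cover reads shared by the near-identical pairs fbf-1 and fbf-2, and htp-1 and htp-2. Whether the removal was the same in every library stays open.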

FBF targets in oogenic germlines included 13/15 validated FBF targets (*fbf-1*, *fbf-2*, *fem-3*, *fog-1*, *gld-1*, *gld-3*, *him-3*, *htp-1*, *htp-2*, *syp-2*, *syp-3*, *lip-1*, and *mpk-1*), but were missing the two not expected: *fog-3* is sperm-specific and therefore not expressed in oogenic germlines (Chen and Ellis 2000), and *egl-4* has only been established as an FBF target in neurons (Kaye *et al.* 2009) and was not detected in previous genomic analyses of FBF targets (Kershner and Kimble 2010; Prasad *et al.* 2016). Similarly, FBF targets in spermatogenic germlines included 14/15 validated targets: all those in oogenic germlines plus *fog-3*. 

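All 15 RNAs were tested against the spermatogenic controls, and 14 were enriched. Their log2 fold changes ran from 2.93 for mpk-1 (standard error 0.25, adjusted p = 2.6e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 5.54 for him-3 (standard error 0.31, adjusted p = 1.6e-68 from the same test). fog-3, which lies on chromosome I of WBcel235 from 10016765 to 10018121, had 30.0 ± 32.2 RPM in the spermatogenic controls (SD, n = 3) and a log2 fold change over them of 4.89 (standard error 0.33, adjusted p = 1.1e-47 from the same test). For egl-4, 358 ± 24 RPM with the antibody and 351 ± 30 without it (SD, n = 3 each) gave a log2 fold change of 0.05. The number enriched was 14 in each of the alternative settings.

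**Figure D1:**
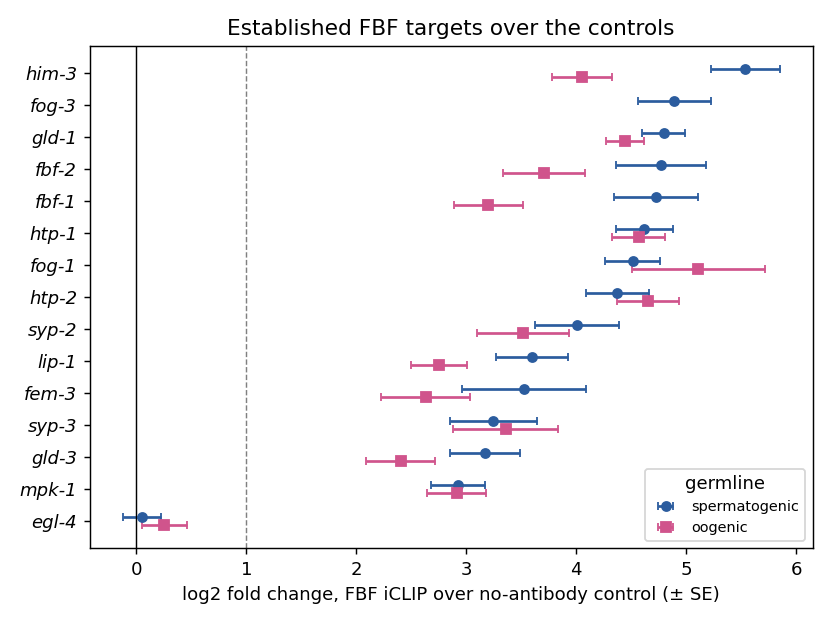
Log2 fold change of FBF iCLIP over the no-antibody control of the same gender for 15 established FBF targets, with standard errors, in spermatogenic (circles) and oogenic (squares) germlines. The dashed line marks a 2-fold excess; egl-4 lies near 0 in both genders and fog-3 has no oogenic value.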

Finally, both size and complexity of the datasets (File S2) were similar to those for CLIP studies of other PUFs (Hafner *et al.* 2010; Freeberg *et al.* 2013; Porter *et al.* 2015; Wilinski *et al.* 2015) and consistent with our previous report on FBF targets in oogenic germlines (Prasad *et al.* 2016). Thus, all target lists include well over a thousand RNAs (Figure 1E).

Our modified peak calling method revises FBF-1 and FBF-2 target lists in oogenic germlines at 20°, but all major conclusions of our previous study (Prasad *et al.* 2016) were confirmed and revised lists were similar in content. 

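The lincRNA linc-36 lies on chromosome IV of WBcel235 from 5380408 to 5381217. Its counts were 60, 97 and 123 in the spermatogenic replicates and 0, 0 and 1 in the oogenic replicates. Binding frequency was 51.5 ± 6.6 RPM in spermatogenic germlines (SD, n = 3), which was at least 14.1-fold higher than in oogenic germlines. Over the spermatogenic controls the log2 fold change of linc-36 was 3.00 (standard error 0.76, adjusted p = 2.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lincRNA linc-7 had 365 ± 13 RPM in spermatogenic and 303 ± 179 in oogenic germlines, linc-4 had 56.7 ± 3.0 and 43.6 ± 26.6, and linc-29 had 81.7 ± 2.4 and 73.0 ± 12.9 (SD, n = 3 each). These 3 were also enriched over the spermatogenic controls, and linc-7 and linc-4 over the oogenic controls. linc-29 was not past the threshold in oogenic germlines, with a log2 fold change of 1.21 (standard error 0.39, adjusted p = 0.012 from the same test).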

An additional, spermatogenic germline-specific lincRNA *linc-36* was identified for the first time in this analysis along with three previously reported lincRNAs (*linc-7*, *linc-4*, and *linc-29*). As in our initial report, the cell cycle is one of the most significantly enriched GO term associated with FBF targets in all of our datasets (File S3). The revised 20° lists contain, respectively, 69% and 84% of FBF-1 and FBF-2 targets reported previously, and the overlap between the FBF-1 and FBF-2 lists remained similar (68–83% of each paralog’s target list overlapped, File S2, Figure S1C). Peak heights for FBF-1 and FBF-2 were highly correlated (Pearson R 0.86), similar to that found previously (Pearson R 0.82) (Prasad *et al.* 2016), confirming the considerable molecular redundancy of these two nearly identical paralogs. Thus, FBF-1 and FBF-2 bind to largely the same target RNAs and largely to the same sites within those RNAs, as concluded previously.

As might be expected, temperature affected the FBF binding landscape but many metrics were comparable: (1) reads-per-gene counts correlated well between temperatures (Figure 1F, Figure S2, average Spearman rho 0.94 between 25° and 20° replicates), (2) a variety of additional metrics were similar (File S2), and (3) targets overlapped heavily (Figure S1D). Figure 1F shows the similarity of reads-per-gene counts for FBF binding at 25° *vs.* 20° by DESeq2 analysis: the 1% of RNAs that are significant at a *p* < 0.01 and fold change of >2 are indicated in red. Our peak caller detected peaks in more RNAs in the 20° datasets than in the 25° datasets (Figure 1E), because the 20° datasets have more reads (File S2) and our peak caller has greater sensitivity to detect peaks at higher read depths, despite the distribution of reads-per-gene being similar (Figure 1F).

### Germline gender has a strong influence on the FBF binding landscape

We first compared target RNA identities between iCLIP of spermatogenic and oogenic animals, both grown at 25°. 

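Of 2726 RNAs enriched over the control in spermatogenic or oogenic germlines, 1590 (58.3%) were enriched in both, 824 (30.2%) in spermatogenic germlines alone and 312 (11.4%) in oogenic germlines alone. The shared part was 47.3% of all enriched RNAs with TMM normalization, 44.6% with a log2 fold change over 2 required and 31.9% with the controls of the genders exchanged. It was 46.9% without control replicate 2, where 1058 RNAs were shared. The number enriched in one gender alone depended more on single replicates. Without FBF replicate 1 it was 769 in oogenic and 534 in spermatogenic germlines, so that the order of the genders was reversed, and the oogenic number was 103 without control replicate 2 and 105 with TMM normalization. An RNA enriched in one gender alone was not thereby tested for a difference between genders.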

Over half of the FBF target RNAs were shared, but significant fractions were also found only in one germline gender or the other (Figure 2A). Differences due to germline gender were thus greater than differences due to temperature (Figure S2, and Figure 2D compared with Figure 1F). 

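Among the RNAs enriched over the control in either gender, 2534 were annotated as protein coding, 113 as noncoding and 28 as pseudogenes, and 51 names were not matched to the annotation. Of the protein-coding RNAs, 1535 were enriched in both genders, 695 in spermatogenic germlines alone and 304 in oogenic germlines alone, or 425 and 740 without FBF replicate 1. Of the noncoding RNAs, 12 were enriched in both genders, 97 in spermatogenic germlines alone and 4 in oogenic germlines alone. Against all 6 controls together, 26 noncoding RNAs were enriched. With rRNA, tRNA and mitochondrial genes left out, a setting chosen after seeing the data, the number was 30. Of 81 tRNA genes with at least 50 counts in the oogenic controls, 19 had 0 in the spermatogenic ones, as did rrn-1.1 and rrn-1.2. The 97 can thus reflect counts missing from the spermatogenic controls and are not evidence of binding specific to that gender.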

Among the 2114 total FBF targets, 2069 were mRNAs and 45 were non-coding RNAs. For mRNA targets, 1092 were common to both genders (53%), 582 were spermatogenic-specific (28%), and 395 were oogenic-specific (19%); for non-coding RNA targets, 20 were common (44%), 10 were spermatogenic-specific (22%), and 15 were oogenic-specific (33%).

We next gauged differences between spermatogenic and oogenic FBF RNA-binding profiles quantitatively. If each iCLIP sequencing read were derived from a single FBF-RNA interaction *in vivo*, then the number of iCLIP reads mapping to a given RNA, as a fraction of all reads, would serve as an estimate of the frequency of FBF-RNA binding at that RNA (Porter *et al.* 2015). Based on this reasoning, we assessed FBF-RNA binding frequency at each target as the number of FBF iCLIP reads (per million) at a given RNA. We then used Spearman’s rank-order correlation coefficients to compare FBF-RNA binding frequencies across all targets (Figure 2B; Figure S2). Comparisons of the 25° datasets revealed that FBF-RNA binding frequencies correlated well among spermatogenic replicates (Figure 2B, mean correlation 0.99) and among oogenic replicates (Figure 2B, mean 0.96), but more poorly between spermatogenic and oogenic replicates (Figure 2B, mean 0.89, two-tailed *p*-value 10^−7^ indicating significant difference in correlation between genders compared to within genders by *t*-test). 

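Spearman's rho was computed between combined replicates over the 7501 RNAs with a mean of at least 20 counts, not over the paper's targets. Its mean was 0.978 ± 0.005 among the spermatogenic replicates (SD over 3 pairs), with a range of 0.974 to 0.984. Among the oogenic replicates the mean was 0.953 ± 0.025 (SD over 3 pairs), and replicate 1 had the lower values, 0.938 with each of the others. Between genders the mean over 9 pairs was 0.821 ± 0.018 (SD), with a range of 0.790 to 0.845, so that no pair between genders reached the lowest pair within a gender. The mean within genders exceeded that between genders by 0.145, more than in any other of the 10 splits of the 6 replicates (one-sided exact permutation test, p = 0.1, the smallest that these replicates allow). With the 6 separate FBF-1 and FBF-2 libraries of each gender the difference was 0.121 (one-sided exact permutation test over 462 splits, p = 0.0022). Subtracting the mean control RPM moved the correlation between genders most, to 0.744. These correlations are across genes, which are not independent replicates.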

We broadened this analysis to include FBF binding in oogenic germlines at 20° with similar results (Figure S2). We conclude that FBF binding frequencies correlate well for replicates of the same germline gender but are distinct in spermatogenic and oogenic germlines.

One possibility is that gender-specific differences in FBF binding were simply a reflection of underlying RNA abundances. To investigate this possibility, we assessed the correlations between spermatogenic/oogenic ratios in FBF binding and spermatogenic/oogenic ratios in RNA abundance (Figure 2C). RNA abundances were obtained using RNA-seq data from dissected oogenic and spermatogenic gonads (Ortiz *et al.* 2014). The dashed diagonal line in Figure 2C (slope = 1) represents the case in which a given fold-difference in a transcript’s abundance between germlines resulted in the same fold-difference in FBF binding frequency with that RNA. The dotted horizontal line (slope = 0) represents the case in which FBF binding frequency had no dependence on germline gender or changes in transcript abundance. The data lie between these extremes. FBF binding frequencies changed between germline genders, and mostly in the same direction as RNA abundance changes. However, changes in FBF binding frequencies were not well correlated with changes in RNA abundance (Pearson R 0.64, Spearman 0.69). In other words, FBF-RNA binding frequencies differ markedly between genders, and do not simply reflect differences in RNA abundance. We conclude that this comparative analysis identifies gamete-specific and gender-neutral FBF targets that begin to outline potential subnetworks.

### Gamete-specific FBF-RNA complex frequencies reflect gamete-specific programs

We asked how the potential FBF subnetworks relate to gamete RNA programs, defined by RNA-seq (Noble *et al.* 2016). Briefly, each program includes gamete-specific RNAs plus gamete-independent RNAs; for example, the full spermatogenic program includes RNAs expressed only in spermatogenic germlines plus those expressed in germlines making either gamete. We note the spermatogenic program was obtained from worms with a *fem-3* gain-of-function allele (to produce adult spermatogenic animals), as in this work. We asked how FBF-RNA complex frequencies (reads-per-RNA) compare with these spermatogenic and oogenic RNA programs. Out of the total of 12,839 RNAs expressed in the germline (Noble *et al.* 2016), 6,873 possessed an average of at least 20 reads per RNA in FBF iCLIP, and 768 (12%) were bound differentially between the two genders by at least twofold (*p* < 0.01 by DESeq2 (Love *et al.* 2014); Figure 2D; File S4). 

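Over all RNAs with a mean of at least 20 counts, without the restriction to the germline RNAs of Noble et al. that was not used here, 1120 of 7501 (14.9%) differed between genders at an adjusted p under 0.01 and more than 2-fold. Before the fold-change minimum the number was 1738. In 1062 of the 1120 RNAs the replicates of the genders did not overlap; over all RNAs tested 43.9% did not overlap, where chance gives 10%. DESeq2 called 1075 RNAs, and a minimum mean of 100 counts left 250 of 3145 RNAs. By the rule for the largest fitted log2 fold changes, the RNAs named for spermatogenic germlines were best-6, F27E5.3, F58B4.7, C05C12.5 and F26F4.2. None had more than 0 counts in oogenic germlines, and best-6 was at least 15.2-fold and F26F4.2 at least 10.1-fold higher. Fitted values over counts of 0 do not rank RNAs, and C35A11.2 of Table 1, for example, had a larger lower bound. Of these 5, F58B4.7 was enriched over the spermatogenic controls. The RNAs named by the same rule for oogenic germlines were C01G6.3, F14H3.5, clec-266, ent-5 and cht-1, and C01G6.3 was at least 20.9-fold and ent-5 at least 16.1-fold lower in spermatogenic germlines. Their adjusted p for enrichment over the oogenic controls ran from 0.015 to 0.75 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.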

Figure 2D depicts the agreement between differentially bound FBF-RNA complex frequencies and gamete programs: RNAs in the spermatogenic program (blue) separate from RNAs in the oogenic program (red) when plotted by the ratio of their differential FBF-RNA complex frequencies. Our results are therefore consistent with previous assignment of RNAs to gamete programs. Interestingly, 557 out of 768 differentially bound RNAs are enriched in spermatogenic germlines, indicating that FBF has a more complex interaction network in spermatogenic germlines than oogenic germlines, as it gains more new RNA targets.

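Of the 1120 RNAs that differed, 766 were higher in spermatogenic and 354 in oogenic germlines. The share higher in spermatogenic germlines was thus 68.4% (95% Wilson interval 65.6% to 71.0%). The interval treats the RNAs as independent, although they come from the same libraries. It does not cover the spread over the alternative settings, where the share ran from 48% to 78.0%. The split was 749 to 326 with DESeq2 and 838 to 236 with library-size normalization, which moved the median log2 fold change of all RNAs to 0.20. Among RNAs with a mean of at least 100 counts, 120 were higher in spermatogenic and 130 in oogenic germlines. Protein-coding RNAs made up 730 of the spermatogenic and 276 of the oogenic calls, and tRNAs 5 and 53. Of the 766 RNAs higher in spermatogenic germlines, 128 (16.7%) were also enriched over the spermatogenic controls. Of the 354 higher in oogenic germlines, 86 (24.3%) were enriched over the oogenic controls. From the larger number of RNAs bound more in spermatogenic germlines, the paper concludes that the interaction network of FBF is more complex there.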

### Search for distinct biological roles associated with FBF subnetworks

We next asked if gamete-neutral, spermatogenic-specific and oogenic-specific targets were enriched for either distinct GO terms or germline phenotypes. No striking difference was found (File S3; Figure 2E). Regardless of germline gender, each group of FBF targets was enriched for genes with similar GO terms and phenotypes. Thus, these groups could not be linked to distinct biological roles.

### Conservation of PUF targets

PUF proteins from diverse branches of Eukarya can perform similar biological functions, including stem cell maintenance (Wickens *et al.* 2002). Moreover, previous studies revealed that they share some of the same target mRNAs, including those regulating the cell cycle and programmed cell death (Kershner and Kimble 2010; Prasad *et al.* 2016; Lee *et al.* 2007). To complement those studies with the expanded and refined FBF target datasets reported in this work, we compared them to the PUM2 PAR-CLIP dataset, obtained from human embryonic kidney cells (HEK293) (Hafner *et al.* 2010) and the PUM1 and PUM2 iCLIP datasets, obtained from neonatal mouse brains (Zhang *et al.* 2017). We collapsed orthologous genes to ortholog groups, and discarded ortholog groups that did not exist in both humans and worms (see Methods). Comparison with the PUM2 dataset from HEK293 cells showed that 28% of all ortholog groups were shared with PUM2, while 33–35% of ortholog groups targeted by FBF were shared with PUM2 (Figure 2F, File S7). More striking, among the FBF targets in the top 500 peaks, 40–44% were shared (Figure 2F, File S7). FBF targets in spermatogenic and oogenic germlines had similar overlap. By contrast, comparison of FBF targets with PUM1 and PUM2 targets in mouse neonatal brain were less striking, with an overlap of 15–17% with FBF targets, *vs.* 14% of all ortholog groups (Figure S3, File S7). We also compared targets of the *C. elegans* RNA-binding protein GLD-1, which controls the differentiation of germline stem cells, with PUM targets (Jungkamp *et al.* 2011). The GLD-1 target dataset was smaller than the FBF target dataset, but had a similar overlap with human targets (Figure 2F), consistent with the overall number of shared targets reflecting similar molecular and biological functions. For both FBF and GLD-1, target RNAs are more abundant than the average RNA (Figure S4), and this likely also contributes to a higher target overlap with PUM2 than with randomly selected worm genes. This delineation of shared targets provides a resource for further studies.

### Clustering FBF-RNA complex frequencies reveals cores of FBF subnetworks

A common method in systems biology is to cluster the expression of genes across conditions to reveal functionally related groups (Eisen *et al.* 1998). Using that logic, we hypothesized that clustering of the FBF-RNA complex frequencies might also reveal functionally related groups. We began with our list of 2,114 FBF target RNAs and clustered their FBF binding frequencies (Figure 3A; File S5) (see Methods). The actual number of RNAs in Figure 3A and File S5 is 2,111, because our peak caller assigns peaks to the ncRNA if a peak overlaps both mRNA and ncRNA, while such reads were discarded as ambigious when counting reads-per-gene. As a result, three ncRNAs that were assigned peaks were dropped in this analysis for having no reads-per-gene, resulting in 2,111 RNAs. Clustering revealed four blocks of interest, numbered in order of spermatogenic to oogenic binding ratio (Figure 3A, File S6). FBF binds Block I RNAs at high frequency in spermatogenic, but not oogenic animals (Figure 3A). By contrast, FBF binds Block II and Block III RNAs at high frequency in both spermatogenic and oogenic animals and hence are gamete-neutral. 

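The 29 Table 1 RNAs of Block I had a median binding frequency of 112 ± 10.5 RPM in spermatogenic and 2.28 ± 0.25 in oogenic germlines (SD, n = 3 each). In the controls the median was 21.6 ± 5.5 in the spermatogenic gender (SD, n = 3) and 0 in each oogenic control. Together these RNAs took 0.472% ± 0.015 of spermatogenic and 0.0137% ± 0.0039 of oogenic FBF reads (SD, n = 3 each). Over the spermatogenic controls, 25 of the 29 were enriched. The study chose these RNAs on the same libraries, so these values are not independent evidence.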

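The 10 Block II RNAs named in the text and the 21 Block III RNAs of Table 2 were enriched over the control in both genders, without exception. The median log2 fold change over the control of the named Block II RNAs was 4.19 in spermatogenic and 3.36 in oogenic germlines, and that of the Table 2 RNAs was 3.29 and 3.11. Ranked by binding frequency among 17995 protein-coding genes, 20 of the Table 2 RNAs were in the first 100 in spermatogenic germlines and 21 in oogenic germlines, with a median rank of 15 in each. The named Block II RNAs had median ranks of 296 and 371.5. The study formed the blocks by binding frequency in these same libraries, so the ranks and enrichments are not independent evidence.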

Finally, FBF binds a small cluster of RNAs in oogenic but not spermatogenic animals (Block IV), and we note this group is smaller than the reciprocal spermatogenic Block I.

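The full Block IV list was not used here. Among all RNAs tested between genders, those called higher in their gender and also enriched over its control numbered 86 in oogenic and 128 in spermatogenic germlines. With the adjusted p threshold at 0.05, the numbers were 108 and 156. With all 6 controls together, they were 103 and 235. They were closer without FBF replicate 1, at 124 and 132. With rRNA, tRNA and mitochondrial genes left out, a setting chosen after seeing the data, they were 62 and 75. The oogenic number was the smaller in each setting of the enrichment test, but the gender calls were kept at the main 766 and 354. The order therefore follows in part from these unequal lists. With a minimum mean of 100 counts in the comparison of genders, 120 RNAs were higher in spermatogenic and 130 in oogenic germlines.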

**Figure 3:**
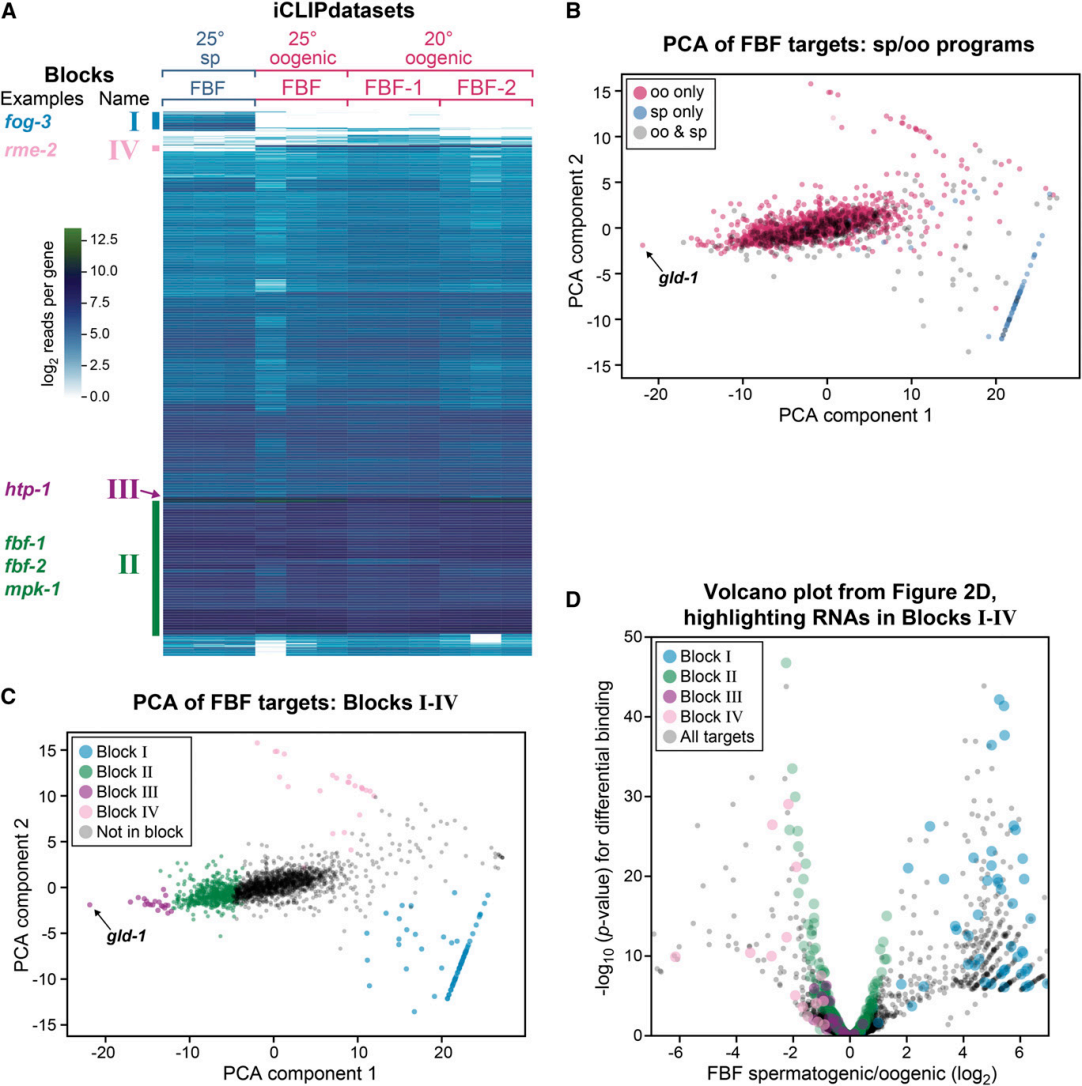
Clustering FBF-RNA complex frequencies reveals four RNA blocks. (A) Columns represent FBF iCLIP samples, as indicated at *top*. Rows represent the 2,114 total RNAs with a significant peak in either of the combined 25° FBF iCLIP datasets. RNAs (rows) were clustered by Euclidean distance and simple hierarchical clustering. Colors represent the log_2_ reads per gene in the given sample (per million reads), after subtracting the negative control. RNA blocks are indicated with Roman numerals. Block I RNAs are enriched in spermatogenic datasets. Block II RNAs are frequently bound and include most established, positive control targets. Block III RNAs are bound at particularly high frequency across all samples. Block IV RNAs are enriched in oogenic datasets. Key examples for each block are noted on left at their approximate location in the y-axis of the heatmap. All verified target RNAs fell into a block except *syp-3*. (B) Principle component analysis of the same FBF-RNA complex frequencies as panel (A) shows RNAs separated by sp/oo ratio (y-axis) and overall FBF-RNA binding frequency (x-axis). RNAs are colored by whether they are only in the oogenic program (pink), only in the spermatogenic program (blue), or in both (gray). A very frequent FBF target RNA across all conditions, *gld-1*, is labeled. (C) The blocks identified in panel (A) are again clustered by PCA, as in (B), but here RNAs are colored by block rather than program. (D) Volcano plot of RNAs from Figure 2D, but color coded by block.

We next compared our results from the heatmap to principle component analysis (PCA, Figure 3B-C). The first component (*x*-axis) roughly corresponds to an average binding frequency across all datasets, and the second component (*y*-axis) roughly corresponds to the ratio of spermatogenic *vs.* oogenic binding. As a result, dots at the top of the graph are in the oogenic program and dots at the bottom are mostly in the spermatogenic program (Figure 3B). 

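Principal components were computed from log2 RPM after subtraction of the control mean, floored at 1 RPM, over the RNAs enriched in either gender. The first component held 76.3% of the variance and the second 18.5%. Across these RNAs, which are not independent replicates, component 1 correlated with the mean binding frequency (Pearson r 0.989, Spearman rho 0.995). Component 2 correlated with the log2 spermatogenic/oogenic ratio (Pearson r 0.854, Spearman rho 0.624). Without subtraction of the control the Pearson correlations were 0.999 and 0.927, and with a floor of 0.1 RPM they were 0.969 and 0.710. The RNA of gld-1 ranked 1 on the first component. Every Table 2 RNA was at or above the 99.1 percentile of component 1, and the 25 Table 1 RNAs among those analyzed were at or above the 93.8 percentile of component 2. The study chose both lists by binding frequency in these same libraries, so these positions are not independent evidence. The mean and the ratio also come from the values that gave the components.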

The same clusters observed by clustering the heatmap (Figure 3A) were visible in the PCA plot (Figure 3C), supporting the validity of our groupings. We note that the outlier *gld-1*, which is an extremely frequent FBF target, appears as an extreme example of a Block III RNA in the PCA plot (Figure 3C), so we added it to Block III.

Figure 3D illustrates these clustered blocks of RNAs together with our earlier DESeq2 analysis of FBF-binding. 

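In the comparison between genders, the Block IV RNAs rme-2 and mrp-4 were higher in oogenic germlines and the 29 Table 1 RNAs of Block I were all higher in spermatogenic germlines. The study formed these blocks on the same libraries. Of the 10 named Block II RNAs, 8 were not past the threshold. fog-1, on chromosome I of WBcel235 from 3211046 to 3217267, had 1241 ± 126 RPM in spermatogenic and 129 ± 13 in oogenic germlines (SD, n = 3 each), a log2 fold change of 3.04 (standard error 0.18, adjusted p = 2.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). fem-3 was higher in oogenic germlines, but the spermatogenic strains carry a mutated fem-3 allele, so allele follows gender for this RNA. Of the 21 Table 2 RNAs, 18 were lower in spermatogenic than in oogenic germlines with TMM normalization and the median log2 fold change was -0.49. With library-size normalization 14 were lower and the median was -0.20. Past the threshold were gld-1, wago-4, with -1.31 (standard error 0.26, adjusted p = 7.3e-04 from the same test), and ifet-1, with -1.05 (standard error 0.21, adjusted p = 7.8e-04 from the same test). Of 19 alternative settings, wago-4 was not past the threshold in 3 and ifet-1 in 4, among them FBF-1 libraries alone, at -0.70 and -0.65, and without oogenic replicate 1, at -0.87 and -0.79. The largest opposite change was that of prg-1, at 0.46, which was not past the threshold.

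**Figure D2:**
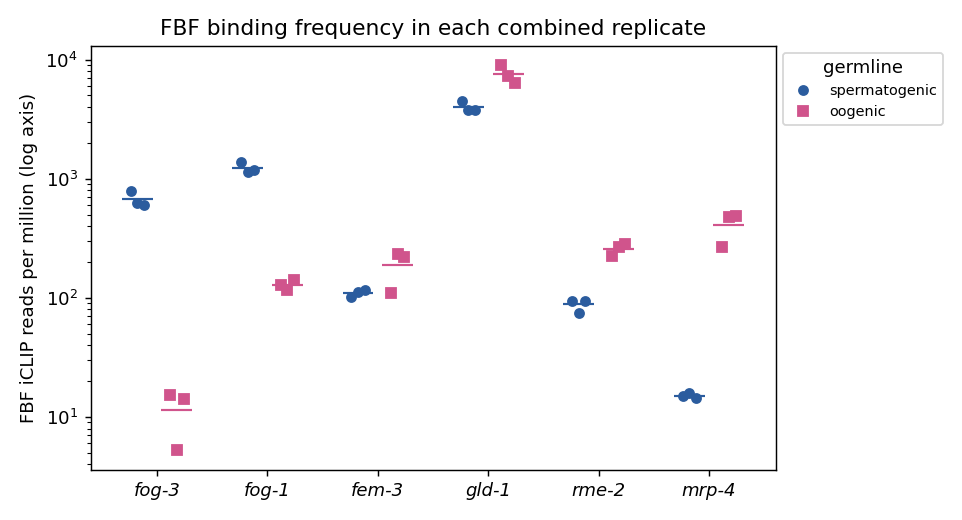
FBF iCLIP RPM (log axis) of 6 RNAs in each combined replicate of spermatogenic (circles) and oogenic (squares) germlines, with lines at the means. The replicates of the genders are apart for fog-3, fog-1, gld-1, rme-2 and mrp-4 and overlap for fem-3. The spermatogenic animals carry a mutated fem-3 allele.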

As expected, Block I and Block IV RNAs were differentially bound in spermatogenic and oogenic animals, respectively (blue and pink dots, Figure 3B), while Block II (green dots, Figure 3D) and Block III (purple dots, Figure 3D) RNAs were either gamete-nonspecific or enriched in oogenic germlines. A major difference between Block II and Block III RNAs was number of reads mapping to the average RNA, which was much greater for Block III than for Block II (Figure 4A). 

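Per RNA, the median binding frequency of the 21 Table 2 RNAs was 1233 ± 128 RPM in spermatogenic and 1430 ± 67 in oogenic germlines (SD, n = 3 each). That of the 10 Block II RNAs named in the text was 407 ± 33 and 344 ± 43 (SD, n = 3 each). The ratio of these medians, taken within each replicate, was 3.02 ± 0.09 in spermatogenic and 4.18 ± 0.35 in oogenic germlines (SD, n = 3 each). With means in place of medians it was 2.495 and 4.53. Every Table 2 median lay above every Block II median in the 6 replicates. Single RNAs overlapped, since 11 of the 21 Table 2 RNAs in spermatogenic and 20 in oogenic germlines were above every named Block II RNA. The study separated the blocks by binding frequency in these libraries, so the order of the medians is not independent evidence.

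**Figure D3:**
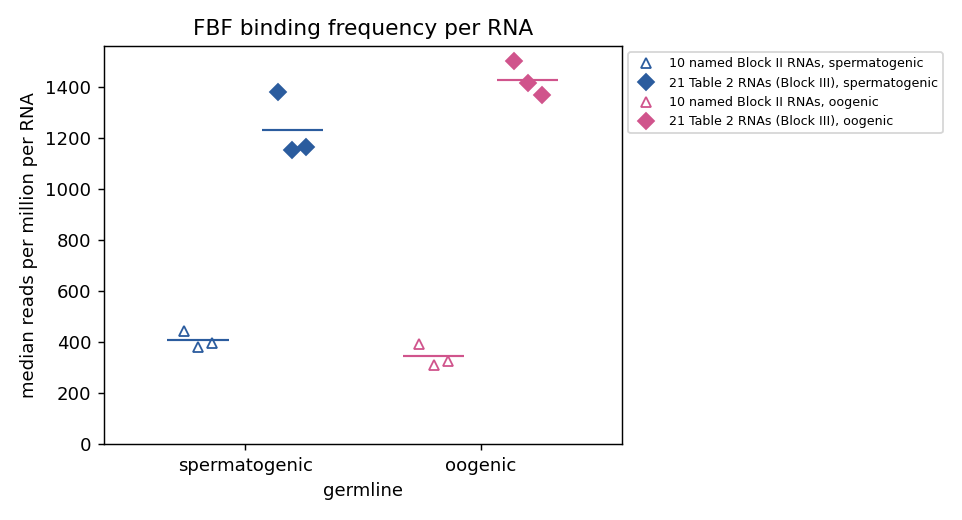
Median FBF iCLIP RPM per RNA of the 10 named Block II RNAs (open triangles) and the 21 Table 2 RNAs (filled diamonds) in each combined replicate of both genders, with lines at the means. The Table 2 medians lie around 1233 and 1430 and the Block II medians around 407 and 344.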

We conclude that distinct groups of RNAs emerge by this clustering method. Below we examine each block in turn.

**Figure 4:**
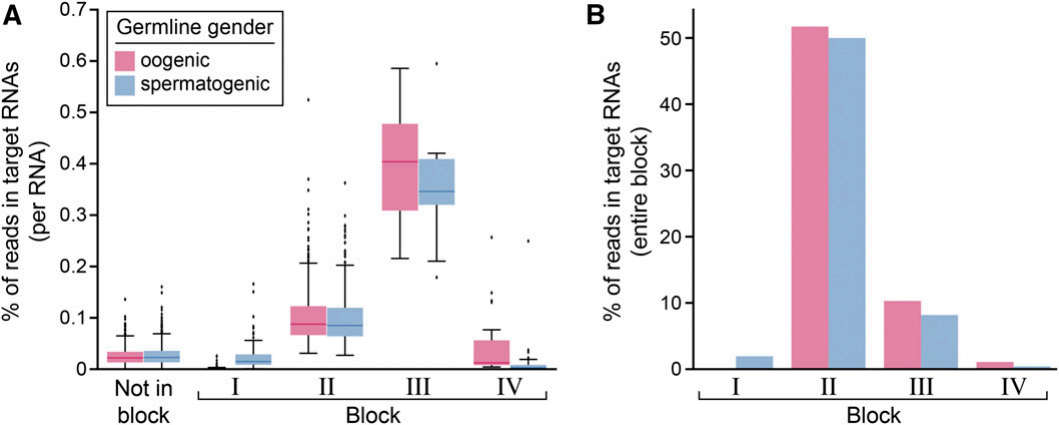
Block RNAs analyzed by germline gender. (A) Percentage of reads mapping to block RNAs. Blue boxplots, reads in spermatogenic animals; pink boxplots, reads in oogenic animals. (B) Percentage of reads in target RNAs from iCLIP in either gender mapping to the indicated block. Thus, roughly 50% of reads in all target RNAs belong to Block II RNAs. The 21 Block III RNAs account for roughly 10% of FBF interactions with target RNAs. Blue bars indicate reads from FBF iCLIP in spermatogenic animals, and pink bars indicate reads from FBF iCLIP in oogenic animals.

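The 21 Table 2 RNAs took 2.95% ± 0.25 of all counts on genes in spermatogenic and 3.74% ± 0.30 in oogenic germlines (SD, n = 3 each). As a share of the counts on RNAs enriched over the control in either gender, which stand in for the target list, they took 5.63% ± 0.31 and 7.19% ± 0.97 (SD, n = 3 each). In the controls they took 0.330% ± 0.052 in the spermatogenic and 0.451% ± 0.029 in the oogenic gender (SD, n = 3 each).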

### Block I RNAs (File S6)

Block I contains 75 RNAs that are enriched in FBF iCLIP from spermatogenic but not oogenic germlines (Figure 3A). Block I RNAs therefore likely belong to a spermatogenesis FBF subnetwork. Consistent with that idea, Block I RNAs include the key sperm fate regulator *fog-3* (Ellis and Kimble 1995), and 70/75 Block I RNAs belong to the spermatogenic program identified by RNA-seq (Noble *et al.* 2016). However, most Block I RNAs encode proteins whose functions have not yet been characterized and no GO terms were enriched (*p*-value < 0.01). To pare down Block I RNAs, we applied two criteria: the highest peak is at least modestly high (25 reads/million) and contains an FBE. This allowed identification of 29 RNAs (Table 1) that encode a diverse array of proteins, some with conserved domains, including a phosphatase and five kinases. This is consistent with FBF serving as a “regulator of regulators” (Kershner and Kimble 2010). We note Block I also contains a novel lncRNA FBF target, *linc-36*. We conclude that Block I RNAs belong to the FBF spermatogenesis subnetwork and that 29 RNAs within Block I are likely to be major FBF targets in that subnetwork.

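All 29 Table 1 RNAs were past the threshold for the difference between genders, higher in spermatogenic germlines and without overlap between the replicates, where chance separates 10% of RNAs in one direction or the other. All 29 were also past it when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The median log2 fold change was 5.42, or 4.87 with the 8 RNAs that had 3 or fewer counts in each oogenic replicate set at their lower bound. The lowest was that of glo-4, with 293 ± 22 and 35.5 ± 16.7 RPM (SD, n = 3 each) and a log2 fold change of 2.67 (standard error 0.17, adjusted p = 6.0e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). snpc-1.3, on chromosome V of WBcel235 from 5437084 to 5439168, had 599 ± 49 and 22.7 ± 1.4 RPM (SD, n = 3 each), a log2 fold change of 4.52 (standard error 0.19, adjusted p = 9.3e-12 from the same test). C35A11.2 was at least 34.4-fold higher, with 126 ± 11 RPM in spermatogenic germlines (SD, n = 3) and 0, 1 and 2 counts in the oogenic replicates. With a minimum mean of 100 counts, 16 of the RNAs were tested and all were past the threshold.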

**Table 1:** Major spermatogenesis-specific FBF targets, from Block I

	RNA	Biochemical function*^a^*	Biological function*^b^*	References
**1**	*fog-3*	Tob/BTG RNA regulator	Sperm fate specification	Ellis and Kimble (1995)
**2**	F58F12.2	Predicted transmembrane protein	Unknown	Krogh *et al.* (2001); Petersen *et al.* (2011)
**3**	*gska-3*	MOK protein kinase	Development	Mulder *et al.* (2003)
**4**	W02B12.12	Testis-specific serine/threonine-protein kinase	Unknown	WormBase
**5**	C56G2.5	Kinase	Unknown	WormBase
**6**	ZK622.1	Ortholog of human FER tyrosine kinase	Unknown	WormBase
**7**	C35E7.10	FER tyrosine kinase (non-receptor)	Viability	WormBase
**8**	*moa-1*	Tyrosine phosphatase	Unknown	Ewald *et al.* (2012)
**9**	*osta-1*	Solute carrier family 51, alpha subunit	Cilia morphology	Olivier-Mason *et al.* (2013)
**10**	*glo-4*	Guanine nucleotide exchange factor	Viability	Hermann *et al.* (2005)
**11**	Y57G11A.2	Vitelline membrane outer layer protein	Unknown	WormBase
**12**	*snpc-1.3*	Ortholog of human SNAPC1	Unknown	WormBase
**13**	ZK973.8	BTB/POZ domain protein	Neural development	WormBase
**14**	F27C8.5	BTB/POZ domain protein	Unknown	Mulder *et al.* (2003)
**15**	*linc-36*	lincRNA	Unknown	WormBase
**16**	*glct-6*	Glucuronyltransferase	Life span	Kim and Sun (2007)
**17**	*pitr-5*	Phosphate transporter	Unknown	WormBase
**18**	ZK686.5	C2H2-like zinc finger	Unknown	WormBase
**19**	C42C1.3	Novel*^c^*	Fertility	Sun *et al.* (2011)
**20**	D1081.12	Novel*^c^*	Unknown	WormBase
**21**	C06C3.10	Novel*^c^*	Unknown	WormBase
**22**	*ttr-9*	Transthyretin-like protein*^c^*	Unknown	WormBase
**23**	ZK637.12	Novel	Unknown	WormBase
**24**	C35A11.2	Novel, with signal peptide	Unknown	WormBase
**25**	C44B9.2	Novel	Unknown	WormBase
**26**	C09H10.9	Novel	Unknown	WormBase
**27**	F42G4.2	Novel	Unknown	WormBase
**28**	F52F12.5	Novel	Unknown	WormBase
**29**	T05F1.5	Novel	Unknown	WormBase

a Biochemical functions are predicted from protein domains or homology with characterized proteins.

b Biological functions are deduced from mutant phenotypes.

c Protein contains an N-terminal transmembrane helix.

### Block II RNAs (File S6)

Block II contains 510 RNAs, most of which were found in FBF iCLIP RNAs common to spermatogenic and oogenic germlines (Figure 3A). Importantly, among target RNAs, Block II RNAs account for half of all FBF iCLIP reads and hence for half of all FBF interactions (Figure 4B). The Block II cluster includes 10 validated FBF target RNAs (*fog-1*, *syp-2*, *fem-3*, *gld-3*, *htp-2*, *mpk-1*, *him-3*, *lip-1*, *fbf-1*, and *fbf-2*). Stem cell maintenance is the major FBF function and this function is not gamete-specific (Crittenden *et al.* 2002). Consistent with the idea that Block II RNAs might be central to stem cell maintenance, they include key self-renewal regulators *fbf-1* and *fbf-2* (Crittenden *et al.* 2002), and are most enriched for the biological process GO terms of cell cycle (*p*-value 10^−20^), cell division (10^−18^) and mitotic nuclear division (10^−17^), embryo development ending in birth or egg hatching (10^−53^) and reproduction (10^−27^; all GO terms in File S3). Cell cycle regulation is central to stem cell maintenance (*e.g.*, Orford and Scadden 2008), and we suggest that Block II is enriched in RNAs belonging to the FBF subnetwork responsible for stem cell maintenance.

### Block III RNAs (Table 2, File S6)

Block III contains 21 RNAs that are common to FBF iCLIP from spermatogenic and oogenic germlines, similar to Block II RNAs (Figure 3A). Block III RNAs stand out from Block II RNAs by their much higher frequency of FBF binding (Figure 4A). Because the frequency of RNA-protein complexes is a function of both affinity and abundance, we expected Block III RNAs to be abundant and to possess canonical FBF binding sites. Indeed, all Block III RNAs were abundant (Figure S4) and all had at least one canonical FBE under its highest peak: 15/21 had two or more canonical FBEs under that peak and 17/21 had an FBE with -1 or -2 C (known to enhance affinity) under that peak. Therefore, Block III RNAs emerge as exceptionally frequent FBF interactors due to both RNA abundance and high affinity FBF binding.

Block III RNAs also stand out by molecular function. Most striking is that 10/21 encode RNA regulatory proteins and 6/21 localize to P-granules (Table 2). GO terms (File S3) included P-granule (10^−5^) and negative regulation of translation (<0.01). Block III includes two previously validated targets, *htp-1* and *gld-1*, the latter of which encodes a STAR RNA binding protein that localizes to P-granules, functions as a translational repressor and promotes differentiation (Francis *et al.* 1995; Jan *et al.* 1999; Jones *et al.* 1996). In addition, 3/21 were protein kinases (Table 2). 

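gld-1 lies on chromosome I of WBcel235 from 7695681 to 7698222 and ranked 1 by binding frequency among protein-coding genes in both genders. It had 4033 ± 434 RPM in spermatogenic and 7544 ± 1308 in oogenic germlines (SD, n = 3 each), against 130 ± 59.5 and 352 ± 56 in the controls (SD, n = 3 each). The log2 fold change between genders was -1.198 (standard error 0.27, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not past the threshold in 6 of 19 alternative settings. It was past the adjusted p of 0.01 neither without spermatogenic replicate 2 nor without replicate 3, with adjusted p of 0.019 and 0.024 in edgeR's test, nor with a minimum mean of 100 counts, at 0.012, and over the 19 settings the adjusted p ran from 1.3e-13 to 0.024. The change was under 2-fold without oogenic replicate 1, at -0.89, with library-size normalization, at -0.89, and with FBF-1 libraries alone, at -0.88. htp-1, on chromosome IV from 5390189 to 5391557, had 1175 ± 93 and 966 ± 122 RPM (SD, n = 3 each). By the mapping the paper describes, any reads shared with its near-identical copy htp-2 would have been removed.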

The association of these molecular functions with Block III mRNAs, and hence with exceptionally frequent FBF targets, emphasizes the role of FBF as a regulator of other regulators and in particular, a high-level regulator of other post-transcriptional regulators.

**Table 2:** Block III RNAs, their protein products and germline roles

	Block III RNA	Protein	Germline function	References*^c^*
***1***	*gld-1**^a^*^,^*^b^*	STAR RNA-binding protein	Oogenesis; spermatogenesis; embryogenesis	Francis *et al.* (1995); Jan *et al.* (1999)
***2***	*larp-1**^a^*^,^*^b^*	La-related RNA-binding protein	Oogenesis	Nykamp *et al.* (2008)
***3***	*wago-4**^a^*	Argonaute, miRNA-directed RNA-binding protein	Unknown	Vastenhouw *et al.* (2003)
***4***	*ppw-2**^a^*	Argonaute	Unknown	
***5***	*prg-1**^a^*^,^*^b^*	Argonaute	Embryogenesis; Spermatogenesis	Wang and Reinke (2008); PIWI, Batista *et al.* (2008)
***6***	T07A9.14*^a^*	Ribosomal subunit	Oogenesis; early larval development	Green *et al.* (2011)
***7***	*ifet-1**^b^*	eIF4E-transporter	Meiotic prophase; embryogenesis	Sengupta *et al.* (2013); Green *et al.* (2011)
***8***	*cgh-1**^a^*^,^*^b^*	DEAD-box RNA helicase, RNA-dependent FBF-2 protein interactor	Oogenesis; spermatogenesis; embryogenesis; lowers germ cell apoptosis	Audhya *et al.* (2005)
				Boag *et al.* (2005)
***9***	*cpb-3**^a^*	RNA-binding protein	Oogenesis; embryogenesis; lowers germ cell apoptosis	Boag *et al.* (2005)
***10***	*ncl-1**^a^*	RNA-binding protein	Nucleolar function; ribosome biogenesis	Korčeková *et al.* (2012)
				Voutev *et al.* (2006)
***11***	*car-1**^a^*^,^*^b^*	RNA-binding protein	Oogenesis; embryogenesis; lowers germ cell apoptosis	Audhya *et al.* (2005)
				Boag *et al.* (2005)
***12***	*smk-1*	Nuclear protein	Oogenesis; embryogenesis	Wolff *et al.* (2006)
***13***	*spat-2*	Low complexity protein	Embryogenesis	Labbé *et al.* (2006)
***14***	*sip-1*	Small heat shock protein	Embryogenesis	Linder *et al.* (1996)
***15***	*egg-6*	Leucine-rich repeat protein	Oogenesis; embryogenesis	Green *et al.* (2011)
***16***	*trcs-1*	Arylacetamide deacetylase and microsomal lipase	Oogenesis; spermatogenesis; embryogenesis; promotes germ cell apoptosis	Kubagawa *et al.* (2006)
***17***	*ima-3*	Importin alpha	Embryogenesis	
***18***	*kin-19*	Serine/threonine kinase	Oogenesis; embryogenesis; lowers germ cell apoptosis	Shirayama *et al.* (2006)
***19***	*gck-1*	Germinal center kinase	Oogenesis; embryogenesis; lowers germ cell apoptosis	Schouest *et al.* (2009)
***20***	*plk-3*	Polo-like kinase	Unknown	
***21***	*htp-1*	HORMA-domain protein	Chromatid separation	Severson *et al.* (2009)

a Protein is an RNA-binding protein.

b Protein is a P-granule component.

c References are not meant to be complete. See WormBase http://www.wormbase.org/ for additional references.

Based on various functional studies, 16/21 Block III RNAs are required for gametogenesis or embryogenesis (Table 2). Roles in oogenesis and embryogenesis are best documented, perhaps because they have been analyzed more intensively than spermatogenesis. GO terms for oogenesis and embryo development ending in birth or egg hatching were both significant (*p*-values 10^−6^ and <0.01, respectively) Remarkably, 6/21 Block III mRNAs affect germ cell apoptosis (Table 2), a homeostatic mechanism common to worms and mammals, and the GO term apoptotic process was enriched (*p*-value <0.01). This finding underscores an earlier finding that FBF regulates MAPK-driven apoptosis in the germ line (Lee *et al.* 2007), a function conserved with murine PUM1 (Chen *et al.* 2012). Thus, many Block III RNAs are key regulators of gametogenesis, strengthening the notion that FBF maintains stem cells by repressing differentiation-promoting mRNAs. In addition, three Block III mRNAs are likely to regulate niche signaling in addition to promoting differentiation. The stem cell niche in this system relies on Notch signaling to maintain stem cells (Kimble and Crittenden 2007). Two Block III mRNAs encode physically interacting proteins, CAR-1 and CGH-1, that repress Notch signaling (Noble *et al.* 2008). A third Block III mRNA encodes CPB-3, a predicted binding partner of CGH-1 (Audhya *et al.* 2005; Boag *et al.* 2005). An attractive idea is that FBF represses expression of CAR-1 and CGH-1 in germline stem cells to enhance niche signaling.

We suggest that Block III RNAs also belong to the FBF subnetwork responsible for stem cell maintenance. Among these mRNAs, FBF appears to promote stem cell self-renewal in part by enhancing niche signaling and in part by repressing differentiation.

### Block IV RNAs (File S6)

Block IV contains 24 RNAs and represents RNAs enriched in oogenic germlines over spermatogenic germlines (Figure 2A). Of the 20/24 Block IV RNAs categorized by Noble *et al.* (2016), all were in the oogenic program and 18/20 were only in the oogenic program. 

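The RNA of ZK858.10 is annotated from 9122524 to 9122693 on chromosome I of WBcel235. It had 12, 32 and 30 counts in the spermatogenic replicates and 11, 19 and 51 in the oogenic replicates, or 13.1 ± 2.7 and 21.9 ± 2.0 RPM (SD, n = 3 each). The log2 fold change was -0.83 (standard error 0.26, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. With FBF-2 libraries alone it did, at -1.32 (adjusted p = 0.0046 from the same test), where the adjusted p over 18 alternative settings ran from 0.0017 to 0.23.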

Interestingly, Block IV includes the snoRNA *ZK858.10*, which, being a snoRNA, is not found in Noble *et al.* (2016), but which might still be an authentic part of the oogenic program. 

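The RNA of rme-2, on chromosome IV of WBcel235 from 5470026 to 5473174, had 87.9 ± 11.21 RPM in spermatogenic and 258 ± 31 in oogenic germlines (SD, n = 3 each), a log2 fold change of -1.80 (standard error 0.14, adjusted p = 5.6e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change over the oogenic controls was 0.55 (standard error 0.23, adjusted p = 0.049 from the same test), so that it was not past the threshold for enrichment. mrp-4, on chromosome X from 9884274 to 9889712, had 15.1 ± 0.9 and 411 ± 122 RPM (SD, n = 3 each), a log2 fold change of -5.01 (standard error 0.18, adjusted p = 5.1e-12 from the same test). Over the controls its log2 fold change was 2.11 in oogenic germlines (standard error 0.29, adjusted p = 7.7e-07 from the same test) and -0.08 in spermatogenic germlines, where 15.1 RPM were within the 19.6 ± 13.4 of the controls (SD, n = 3).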

Consistent with oogenesis-related functions, Block IV also includes RNAs for the yolk receptor RME-2 and the ABC transporter MRP-4, the latter of which is expressed in oocytes to attract sperm (Kubagawa *et al.* 2006). However, Block IV, like Block I, includes many uncharacterized genes and no GO terms were enriched. Block IV likely represents an oogenesis-specific subnetwork.

### Conservation of Block I-IV PUF targets

We compared the RNAs in Blocks I-IV with the PUM2 iCLIP dataset from human embryonic kidney cells, as done for oogenic and spermatogenic FBF datasets described above (Figure 2F). Most striking was the 60% overlap of Block III RNA ortholog groups with PUM2 targets. Block I had the lowest overlap among the three blocks with only ∼10%. Of the 21 high-frequency gender neutral Block III targets, 15/21 had human orthologs and 9 were also targets of human PUM2: *ncl-1*/TRIM2, *ima-3*/KPNA1, KPNA4, and KPNA5 (three orthologous PUM targets), *larp-1*/LARP1, *cgh-1*/DDX6, *gck-1*/STK24, *ifet-1*/EIF4ENIF1, *car-1*/LSM14B, *cpb-3*/CPEB2 and CPEB4, and *kin-19*/CSNK1E, CSNK1D and CSNK1A1. 7/9 of these are either RNA-binding proteins (*larp-1*, *cgh-1*, *car-1*, *ncl-1* and *cpb-3*) or regulate RNA processes (*ima-3*, *ifet-1*), consistent with a role for PUF proteins as regulators of other RNA regulators.

### Conclusions

Our analyses delineate clusters of FBF-bound RNAs that likely represent FBF subnetworks for spermatogenic (Block I), oogenic (Block IV), and stem cell (Blocks II and III) functions. Clearly this is only a first step in understanding the diverse roles of FBF regulation. Because stem cell regulation is a conserved function of metazoan PUFs and many RNAs in the FBF stem cell subnetwork are also targets of human PUM2, a next focus should be to learn whether phylogenetically conserved targets are subject to PUF regulation across phyla, and if so, how and where they are regulated.

How the deposited data were processed for this re-analysis (not part of the article)

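RNA bound by FBF-1 or FBF-2 was measured by iCLIP in adult C. elegans with a spermatogenic or an oogenic germline, all raised at 25°. There were 3 replicates for each protein in each gender and 3 controls without antibody for each gender, 18 libraries in all. Each library was assigned to its condition from the labels and the paper, and replicates of a condition differed by more than sampling noise, so none was counted as a repeat of another.

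The authors deposited raw counts of reads per gene. As the paper and the labels describe it, reads were split by barcode, linker and primer sequences were clipped and the barcode was moved to the read name. Reads were mapped with STAR by local alignment, reads that mapped to several places or had a STAR score below 20 were removed, and duplicates were collapsed by barcode. The remaining reads were assigned to genes with HTSeq where they overlapped an exon. Because barcodes mark duplicates, each count stands for about 1 cross-linked fragment, and a count of 0 allows up to 3 counts of the library. The paper's text does not name the genome build, the annotation, the versions of STAR and HTSeq or the strand setting of the counting. Genes that overlap on opposite strands are therefore uncertain. So are genes with near-identical copies, whose shared reads fall under the removal described.

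The table lists 26709 genes and 2 further entries for reads on no gene and ambiguous reads, which took 9.55% to 20.2% and 0.568% to 1.93% of a library and were left out of library sizes and tests. Names were matched to Ensembl release 115 (WBcel235) for 23821 genes. Coordinates are from that annotation and not from the authors' mapping. In these strains a tagged transgene replaces the deleted fbf gene and its RNA is counted too, so fbf-1 and fbf-2 counts do not check the protein label of a library.

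The median depth was 986344 counts in FBF-1 and 884795 in FBF-2 libraries of spermatogenic germlines, 726238 and 441192 in those of oogenic germlines, and 108888 and 141368 in the spermatogenic and oogenic controls. The share of counts on rRNA was 13.1% ± 1.2 with FBF-1 and 14.3% ± 1.3 with FBF-2 in spermatogenic germlines, 22.7% ± 13.3 and 31.9% ± 2.5 in oogenic germlines, and 26.4% ± 1.9 and 45.6% ± 2.3 in the spermatogenic and oogenic controls (SD, n = 3 each).

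FBF-1 and FBF-2 counts were summed into 3 combined replicates per gender, in the pairs given in the Materials and Methods. Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), by its quasi-likelihood test with robust dispersion and TMM normalization. RNAs with a mean of at least 20 counts over the FBF libraries compared were tested. Control counts played no part in that minimum, and the comparison of the controls used a mean of at least 5 counts. An RNA was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1, as in the paper's methods. Enrichment over the controls was tested in the same way with library-size scaling, since an immunoprecipitate and a control need not share a bulk of unchanged RNAs. The interaction of protein and gender, and that of antibody and gender, the latter without rRNA, tRNA and mitochondrial genes, were tested at an adjusted p under 0.01. The controls of the genders were also compared with each other. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 gave the other values.

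The tests were tried on simulated counts with 200 RNAs changed by 2 on the log2 scale. They recovered 99% of these in the comparison of genders (7501 genes), 61.5% and 74.5% against the spermatogenic (8269 genes) and oogenic (6424 genes) controls, 69% between the controls (3137 genes), 100% and 99% between FBF-1 and FBF-2 in spermatogenic (6203 genes) and oogenic (4737 genes) germlines, 76.5% for protein and gender (7501 genes) and 35% for antibody and gender (7501 genes), or 33% without rRNA, tRNA and mitochondrial genes (7304 genes), with at most 2 false calls in each.

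The conditions, tests, thresholds, named RNAs and alternatives were fixed before the data were examined, apart from alternatives marked as chosen afterwards. The alternatives were DESeq2 1.42.0, other scalings, other count minimums, thresholds and controls, separate or single-protein libraries, libraries thinned to the smallest, the replicate number as a block, and each replicate left out. The RNAs named are those the paper names in its text, Tables 1 and 2 and Figure 2D, and for each comparison the 5 with the largest rise and the 5 with the largest fall among the called RNAs whose libraries did not overlap, of which those of the comparison of genders are printed. The rRNA genes rrn-1.1 and rrn-1.2 were named after their values were seen. Lists of 30 sperm markers, of which 29 are in the table, 24 oocyte markers and 6 yolk genes were written by hand beforehand, and 1 sperm marker (fog-3) and 1 oocyte marker (rme-2) are also among the RNAs the study picked from these libraries. A list of 4 lincRNAs, the 15 established targets, the 10 named Block II RNAs, 3 Block IV RNAs and the RNAs of Tables 1 and 2 came from the paper.

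Peaks, binding motifs, the libraries from animals raised at other temperatures, RNA abundance, the gamete RNA programs, GO terms, phenotypes and comparisons with other PUF proteins were not analysed here.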

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

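The tests of control labels and the counts of other splits were set before the data were examined; the interaction of antibody and gender, its splits, and the tests on lanes, on rrn-1 genes and on single libraries were chosen after the results were seen.

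The controls without antibody, whose differences between genders the paper does not report, were compared because they carry the background. Of 3137 RNAs, 408 differed, 197 higher in the spermatogenic and 211 in the oogenic controls by edgeR's quasi-likelihood test, or 305 and 166 with library-size normalization. Protein-coding RNAs were 131 and 110 of these, tRNAs 17 and 69, and mitochondrial RNAs 18 and 0. Of the 10 splits of the 6 controls, 1 gave as many RNAs, the real one, and the other splits gave 0; with 10 splits the share cannot fall under 0.1. The sperm markers held 1550 ± 110 RPM in the spermatogenic and 124 ± 39 in the oogenic controls (SD, n = 3 each), 12.496-fold more (exact permutation test over 20 arrangements, two-sided, p = 0.1, the smallest possible), and from 10.6-fold to 13.9-fold with each control left out. This argues against exchanged gender labels. Oocyte markers held 3092 and 5024 RPM, and yolk genes 15760 and 15954. The 35 genes of the major sperm proteins held 2561 and 155. Lane 3 held the spermatogenic controls, and lane 1 the oogenic controls and the spermatogenic FBF libraries. A difference between lanes is argued against for the sperm markers, which held at most 149 RPM in the oogenic controls of lane 1 and at least 3156 in the spermatogenic FBF libraries of that lane, while the oogenic FBF libraries of lane 2 held at most 760. The genes of the major sperm proteins held at most 198, at least 2330 and at most 267 in the same groups, which argues against it for them too. For protein-coding RNAs lane is argued against as the whole cause, since 111 of the 131 higher in the spermatogenic and 91 of the 110 higher in the oogenic controls went the same way between the FBF libraries of the genders, or 118 and 81 by mean RPM. Of tRNAs, 1 of 15 and 60 of 69 did. For the RNAs that do not code for protein, the controls alone cannot tell lane from gender, since each group of controls was in 1 lane.

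Part of that difference is in the rRNA genes rrn-1.1 and rrn-1.2, with a count of 0 in each spermatogenic control and 14.8% of counts in the oogenic controls. A gender difference is argued against by the spermatogenic FBF libraries, whose lowest share was 4.21%. Low depth is argued against because 8828 counts would be expected in the smallest spermatogenic control. Removal of reads that match several gene copies in those controls alone stays open. Histone genes, which have many copies, were 4.76-fold higher in the oogenic than in the spermatogenic controls and 4.91-fold higher in the spermatogenic FBF libraries than in their controls, and 19 of 81 tRNA genes but 6 of 891 protein-coding genes with at least 50 counts in the oogenic controls had 0 in the spermatogenic ones. The processing of the spermatogenic controls cannot be told apart here from their lane, since no other library was in it.

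The difference between genders was not the same with FBF-1 and FBF-2. The interaction of protein and gender was past an adjusted p of 0.01 for 391 of 7501 RNAs, 140 with a larger and 251 with a smaller spermatogenic/oogenic ratio with FBF-1, and 1795 had an unadjusted p under 0.05. The count depended on the scaling, with 1162 and 120 RNAs under library-size normalization and 10 and 95 with DESeq2. Low depth of FBF-1 oogenic replicate 1 is argued against, since 380 RNAs were past it without that library. Without FBF-1 oogenic replicate 3 the number was 248. Of 40 splits drawn from 200, 1 gave as many RNAs, the real one; 6 splits kept the groups of one gender and gave up to 254 RNAs, and the others gave 0. FBF-1 and FBF-2 of a gender shared a lane. Whether the proteins differ in binding or in background between the genders stays open. So does a difference between strains, since each tagged protein was in its own strain.

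The interaction of antibody and gender asks whether the difference between genders with the antibody is larger than that in the controls. The test left out rRNA, tRNA and mitochondrial genes. It was past an adjusted p of 0.01 for 131 of 7304 RNAs, 76 with a larger and 55 with a smaller spermatogenic/oogenic ratio with the antibody, and 1072 had an unadjusted p under 0.05. With those genes kept, 227 of 7501 RNAs were past it. In simulated data of the design without those genes, 33% of changed RNAs were recovered. Of 40 splits drawn from 200, 2 gave as many RNAs; the other split gave 1065 and kept the groups of one gender, and splits that kept neither gender's groups gave 0. The depth of the controls limits this test.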

How the results depend on the processing

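The alternatives were set before the data were examined, apart from leaving out rRNA, tRNA and mitochondrial genes, choosing RNAs by mean RPM, leaving out each control in the marker test, and the antibody and gender test with its settings, which were chosen after seeing the data. Over 51 results and 796 values, 708 were taken as unchanged. For counts of RNAs this means within 1.5 times of the main value, which allows sizeable shifts. Named RNAs and permutation tests had to keep their direction and side of the threshold. The other measures had to stay within their spread, for the share higher in spermatogenic germlines its Wilson interval.

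Among RNAs differing between genders, 1120 became 2067 with edgeR's filterByExpr filter, 250 with a minimum mean of 100 counts, where fewer RNAs were tested, and 1738 without a fold-change minimum. The share higher in spermatogenic germlines was 78.0% with library-size normalization, 71.2% with filterByExpr, 48% with at least 100 counts, 62.4% with FBF-2 libraries alone, 71.4% with libraries thinned to the smallest, 57.7% without a fold-change minimum and 64.8% with RNAs chosen by mean RPM. The cause of these shifts was not tested. At 100 counts 16 of 29 Table 1 RNAs were left to test, and all 16 were called; the 29 were called in the other settings. Without each replicate in turn the calls ran from 1069 to 1121, the share from 68.3% to 70.1%, and the Table 1 RNAs stayed at 29.

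For RNAs enriched over the control, 1902 oogenic RNAs became 990 with TMM normalization, 1125 with a log2 fold change over 2 and 1102 without rRNA, tRNA and mitochondrial genes. In spermatogenic germlines 2414 became 3805 against the controls of the other gender and 1534 without those genes. Those enriched in both, 1590, became 885, 844 and 940 with TMM, the log2 fold change over 2 and without those genes. Without 1 replicate, the spermatogenic number ran from 1876 to 2372, the oogenic one from 1161 to 2607 and the shared one from 1058 to 1838; the lowest oogenic and shared numbers were those without control replicate 2. The established targets stayed at 14 in spermatogenic and at 13 in oogenic germlines without each replicate, and 12 oogenic ones were enriched over the controls of the other gender. The small controls limit these counts. The cause of these shifts was not tested.

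Between FBF-1 and FBF-2 in oogenic germlines, 382 RNAs became 117 with DESeq2 and 962 with library-size normalization. The protein and gender interaction, 391, became 105 with DESeq2, 1282 with library-size normalization and 755 at an adjusted p under 0.05, and the antibody and gender interaction, 131, became 260 at that threshold and 227 with rRNA, tRNA and mitochondrial genes kept. The cause was not tested. Without 1 replicate the ranges were 324 to 394 for oogenic and 339 to 407 for spermatogenic FBF-1 against FBF-2, 248 to 438 for protein and gender, with the lowest without FBF-1 oogenic replicate 3, 90 to 193 for antibody and gender, 333 to 403 for the controls and 10.6-fold to 13.9-fold for the sperm markers in the controls.

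The Spearman correlations among spermatogenic and oogenic replicates and between genders were 0.942, 0.890 and 0.811 over all genes, 0.989, 0.949 and 0.870 over enriched RNAs, 0.933, 0.839 and 0.765 with separate libraries, 0.944, 0.937 and 0.802 with thinned libraries and 0.978, 0.897 and 0.744 after subtraction of the controls. The difference within and between genders was 0.121 with separate libraries, where more splits allow a p under 0.05 (exact permutation test, p = 0.0022). Without 1 replicate the spermatogenic mean ran from 0.974 to 0.984, the oogenic one from 0.938 to 0.982, the one between genders from 0.813 to 0.831 and the difference from 0.134 to 0.155.

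The share of reads on Table 2 RNAs was 5.63% and 7.19% of counts on enriched RNAs and 2.62% and 3.29% after subtraction of the controls, and from 2.80% to 3.04% in spermatogenic and from 3.58% to 3.88% in oogenic germlines without 1 replicate. Their frequency over the named Block II RNAs in spermatogenic germlines was 2.495 with means, 2.88 after subtraction of the controls and 3.12 with separate libraries, and without 1 replicate it ran from 2.98 to 3.07, or from 4.01 to 4.36 in oogenic germlines. The correlation of component 1 with the mean was 0.969 with a floor of 0.1 RPM and 0.999 without subtraction of the controls, and that of component 2 with the spermatogenic/oogenic ratio 0.710 and 0.927; without 1 replicate they ran from 0.990 to 0.992 and from 0.793 to 0.913.

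Of 27 named RNAs, lst-1 reversed its sign, from -0.05 to 0.18 with library-size normalization, 0.045 with separate libraries, 0.33 with FBF-2 libraries alone and 0.042 without oogenic replicate 2. Without each replicate in turn it ran from -0.095 to 0.042. In 501 values of named RNAs, 19 others no longer passed the threshold and 1 newly did. The cause was not tested.

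The replicate numbers do not pair the libraries: the correlations of the deviations of libraries with the same number ran from -0.20 to 0.088. With the replicate number as a block, 1125 RNAs differed between genders, 2133 and 1885 were enriched over the spermatogenic and oogenic controls and 1517 over both, 361 and 329 differed between FBF-1 and FBF-2 in spermatogenic and oogenic germlines, 380 between the controls and 385 by protein and gender.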

Differences from the paper's values

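The mean Spearman correlation among spermatogenic replicates was 0.978 over RNAs with a mean of at least 20 counts. The paper's 0.99 is across its target RNAs, a different set. Of the alternatives set before the data were examined, the RNAs enriched over the control in either gender gave 0.989, which closed the gap, and the others did not.

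Between spermatogenic and oogenic replicates the mean Spearman correlation was 0.821 over the same RNAs with at least 20 counts. The paper's 0.89 is again across its target RNAs. Among the alternatives set before the data were examined, none closed the gap. The nearest was 0.870 over the RNAs enriched over the control, which stand in for the target list.

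The RNAs enriched over the control in either gender included 113 noncoding RNAs, against the paper's 45 noncoding targets, which were called from peaks. None of the alternatives set before the data were examined closed the gap, with values from 26 against all 6 controls to 145 at an adjusted p under 0.05 in edgeR's quasi-likelihood test. With rRNA, tRNA and mitochondrial genes left out, a setting chosen after seeing the values, 30 noncoding RNAs were enriched, a number that leaves out the rRNA and tRNA genes by construction.

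The 21 Block III RNAs took 2.95% of counts on genes in spermatogenic and 3.74% in oogenic germlines, against the paper's rounded 10% of reads in target RNAs. As a share of counts on RNAs enriched over the control in either gender, an alternative set before the data were examined, they took 7.19% ± 0.97 (SD, n = 3) in oogenic germlines, still below the paper's value but within 1.5 times of it, and 5.63% in spermatogenic germlines, which was not. None of the other alternatives came within 1.5 times of it in either gender.

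The paper describes Block II RNAs as not specific to a gamete or as enriched in oogenic germlines; fog-1, which it places in Block II, was higher in spermatogenic germlines by a log2 fold change of 3.04. The paper places ZK858.10 among RNAs enriched in oogenic germlines; its log2 fold change of -0.83 did not pass the threshold, and it did with FBF-2 libraries alone, at -1.32.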

Other observations

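The tests on the depth of the oogenic combined replicate 1 and on the scaling, and the counts of other splits, were set before the data were examined; the other tests in this part were chosen after the results were seen.

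Few of the RNAs higher in spermatogenic than in oogenic germlines exceeded the control of their own gender. Of 766, 128 (16.7%) were enriched over the spermatogenic controls, 335 had a log2 fold change at or below 0, and the median was 0.17, against 29.2% and 0.71 over all 8269 RNAs tested. Against the oogenic controls 709 of the 766 were enriched (92.6%), and against all 6 controls 235 (30.7%). Low counts are argued against, because 10000 random lists matched on FBF counts had a median of 0.81 (range 0.57 to 1.03) and 0 of them had one as low as 0.17. Distortion of the scaling by rRNA, tRNA and mitochondrial genes is argued against, since leaving these out lowered the enriched share to 9.79%. A candidate explanation is background RNA that is itself more abundant in spermatogenic animals: of 760 such RNAs, 696 were also higher in the spermatogenic controls, with a median log2 ratio of 4.59 with the antibody and 3.73 in the controls. The gender ratio with the antibody was larger than in the controls for 14 of the 760 RNAs and smaller for 0, in a test without rRNA, tRNA and mitochondrial genes that recovered 33% of simulated changes. For 237 RNAs with at least 20 control counts the medians were 4.49 and 4.13. Across 4219 RNAs, which are not independent, the gender ratios with and without the antibody had a Pearson correlation of 0.726 and a Spearman correlation of 0.377. Binding in proportion to abundance stays open too, and RNA abundance was not analysed here. Of the 354 RNAs higher in oogenic germlines, 86 were enriched over the oogenic controls and 170 over the spermatogenic controls.

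The preponderance of RNAs higher in spermatogenic germlines (68.4%) was tested against technical causes. Library-size normalization, in which abundant RNAs weigh most, gave a share of 78.0%, and TMM normalization and DESeq2's size factors, which limit their weight, gave 68.4% and 69.7%. Scaling by a few abundant RNAs is thus argued against as the whole cause. An advantage from the larger depth of the spermatogenic libraries at the count minimum is argued against by 64.8% when as many RNAs were chosen by mean RPM. Among RNAs with a mean of at least 100 counts the share was 48%, so the preponderance lies among RNAs with fewer counts. The lane follows gender in the FBF libraries. A gain in lane 1 would also have raised these RNAs in the oogenic controls of that lane, but 696 of 760 were lower there than in the spermatogenic controls. A loss in lane 2 would not have changed the controls, whose median log2 ratio for these RNAs was 3.73. For the RNAs higher in spermatogenic germlines both are thus argued against as the whole cause. Of the 10 splits of the combined replicates into 3 and 3, 1 gave as many RNAs, the real one. With 6 separate libraries per gender, 1 of 40 splits drawn from 462 did, and the largest other gave 48 RNAs against 1080.

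For the other comparisons of 3 libraries with 3, 1 of 10 splits gave as many RNAs in each, the real one, for enrichment over the control in spermatogenic and in oogenic germlines and for FBF-1 against FBF-2 in each gender. The largest number in another split was 2 RNAs, for FBF-1 against FBF-2 in oogenic germlines, and 0 for the other comparisons. With 10 splits the share cannot fall under 0.1.

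The oogenic combined replicate 1 correlated less with the others. Lower depth is argued against, because replicates 2 and 3 thinned to its depth still had a Spearman correlation of 0.958 across RNAs, against 0.929 and 0.925 with replicate 1. A different mix of proteins may contribute, since 4.08% of its counts came from FBF-1 against 76.1% and 78.2% in the others. At one depth, the FBF-2 library of that replicate correlated with the other FBF-2 oogenic libraries as well as these did with each other, with a difference of 0.0046 (SD 0.0015 over 20 draws).

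In oogenic germlines, RNAs enriched over the controls were often higher with FBF-1. Of 187 RNAs higher with FBF-1, 78.6% were enriched, and of 195 higher with FBF-2, 16.9%, but these shares use the same FBF libraries as the ratio. By enrichment in the spermatogenic libraries, which share none with it, they were 85.1% of 174 and 43.1% of 195. The oogenic FBF-1/FBF-2 ratio rose with the fold of the spermatogenic FBF libraries over the spermatogenic controls (Spearman rho 0.363 across genes, which are not independent), as more background in the oogenic FBF-2 libraries would give. For the 21 Table 2 RNAs this background is argued against as the whole cause, since their median log2 ratio was -0.71, and 6 of them were called higher with FBF-2. Low depth of FBF-1 oogenic replicate 1 is argued against as the source of the 382 RNAs that differed, with 385 without that library. A difference in binding between the proteins stays open, and so does a difference between their strains.

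In spermatogenic germlines, 186 of the 248 RNAs higher with FBF-1 were also higher in spermatogenic than in oogenic germlines. Of the 29 Table 1 RNAs, 23 were higher with FBF-1 and 1 with FBF-2, with a median log2 ratio of 1.67. Of the RNAs higher with FBF-1, 35.1% were enriched over the spermatogenic controls, and of the 107 higher with FBF-2, 63.6%, which goes with more background in the FBF-1 libraries but uses the same libraries as the ratio. In the oogenic libraries 54.1% of 74 and 59.0% of 78 tested were enriched. More background in the spermatogenic FBF-1 libraries is argued against as the whole cause for the Table 1 RNAs, which held 6124 ± 209 RPM with FBF-1, 3357 ± 131 with FBF-2 and 1015 ± 44 in the controls (SD, n = 3 each), so that background would lower them. It is also argued against for the 123 enriched RNAs among those higher in spermatogenic germlines, of which 94 held more with FBF-1 than with FBF-2. That 122 of the 123 held less in the controls than with FBF-2 follows largely from their choice by excess over the same controls. The choice also used the same FBF libraries, so this is not independent evidence. For the 603 not enriched, background cannot be told apart from a difference in binding, because 442 held more in the controls than with FBF-2. The proteins came from separate strains, so a difference between strains stays open for all of these RNAs. The median ratios of the 123 and the 603 differed by 0.047, with a 95% bootstrap interval of -0.27 to 0.18 that allows either sign. Over 4609 RNAs tested in both genders the FBF-1/FBF-2 log2 ratios had a Pearson correlation of 0.384 across genes, and 21 RNAs were higher with FBF-1 and 14 with FBF-2 in both.

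Marker lists followed the gender of the animals. Of 19 sperm markers tested between genders, 18 were higher in spermatogenic germlines, with a median log2 fold change of 4.24, or 3.92 with 3 of them at their lower bound, and 4 of 25 tested were enriched over the spermatogenic controls. Of 24 oocyte markers, 17 were higher in oogenic germlines, with a median of -1.35. Of 6 yolk genes 0 were called and 4 had an unadjusted p under 0.05, with a median of -0.47 and 6 lower in spermatogenic germlines, or -0.19 and 4 lower with library-size normalization. The counts adjusted over the list alone were 18, 17 and 0. Of the 4 lincRNAs 1 was called, and of the 15 established targets 2 were higher in spermatogenic and 2 in oogenic germlines.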
